# 3D Atlas of the Pituitary Gland of the Model Fish Medaka (*Oryzias latipes*)

**DOI:** 10.3389/fendo.2021.719843

**Published:** 2021-08-23

**Authors:** Muhammad Rahmad Royan, Khadeeja Siddique, Gergely Csucs, Maja A. Puchades, Rasoul Nourizadeh-Lillabadi, Jan G. Bjaalie, Christiaan V. Henkel, Finn-Arne Weltzien, Romain Fontaine

**Keywords:** pituitary, atlas, teleost, hormone, multihormonal cells, medaka, single-cell transcriptomics

## Abstract

In vertebrates, the anterior pituitary plays a crucial role in regulating several essential physiological processes *via* the secretion of at least seven peptide hormones by different endocrine cell types. Comparative and comprehensive knowledge of the spatial distribution of those endocrine cell types is required to better understand their physiological functions. Using medaka as a model and several combinations of multi-color fluorescence *in situ* hybridization, we present the first 3D atlas revealing the gland-wide distribution of seven endocrine cell populations: lactotropes, thyrotropes, Lh and Fsh gonadotropes, somatotropes, and *pomca*-expressing cells (corticotropes and melanotropes) in the anterior pituitary of a teleost fish. By combining *in situ* hybridization and immunofluorescence techniques, we deciphered the location of corticotropes and melanotropes within the *pomca*-expressing cell population. The 3D localization approach reveals sexual dimorphism of *tshba*-, *pomca*-, and *lhb*-expressing cells in the adult medaka pituitary. Finally, we show the existence of bi-hormonal cells co-expressing *lhb*-*fshb*, *fshb*-*tshba* and *lhb*-*sl* using single-cell transcriptomics analysis and *in situ* hybridization. This study offers a solid basis for future comparative studies of the teleost pituitary and its functional plasticity.

## Highlights

- We offer the first 3D atlas of a teleost pituitary, which presents a valuable resource to the endocrinology and model fish community.
- The atlas reveals the 3D spatial distribution of the seven endocrine cell types and blood vessels in the juvenile/adult male and female pituitary.
- Gene expression for *tshba*, *pomca*, and *lhb*, as well as the volume of the cell population expressing these genes, displays obvious sexual dimorphism in the adult medaka pituitary.
- Multi-color *in situ* hybridization and single cell RNA-seq reveal the existence of bi-hormonal cells, co-expressing *lhb*-*fshb*, *fshb*-*tshba*, *lhb*-*sl*, and a few multi-hormonal cells.
- An online version of the atlas is available at https://www.nmbu.no/go/mpg-atlas.

## Introduction

In vertebrates, the pituitary is considered the *chef d’orchestre* of the endocrine system, regulating several essential biological and physiological functions throughout the life cycle. Located beneath the hypothalamus, it is divided into the anterior part (adenohypophysis) and posterior part (neurohypophysis). The former comprises several endocrine cell types which produce and release specific peptide hormones, controlling many important aspects of life, including growth, stress, metabolism, homeostasis, and reproduction (1, 2).

During embryogenesis, different cellular developmental trajectories specify several endocrine cell types in the adenohypophysis, characterized by the hormones they produce (3). In general, the vertebrate adenohypophysis consists of lactotropes (producing prolactin; Prl), corticotropes (adrenocorticotropic hormone; Acth), thyrotropes (thyrotropin; Tsh), gonadotropes (follicle-stimulating and luteinizing hormone; Fsh and Lh), somatotropes (growth hormone; Gh), and melanotropes (melanocyte-stimulating hormone; α-Msh), which have specific roles in regulating certain physiological functions (2, 4). Teleosts, in addition, have an endocrine cell type that is unique to these animals, i.e. somatolactotropes (somatolactin; Sl) (5). In contrast to mammals and birds, Fsh and Lh are mostly secreted by distinct endocrine cell types in teleosts (6), although both transcripts or hormones have sometimes been observed in the same cells in some species (7–10). Unlike mammals, teleost endocrine cells are arranged in discrete zones. Lactotropes and corticotropes are commonly located in the *rostral pars distalis* (RPD), thyrotropes, gonadotropes, and somatotropes in the *proximal pars distalis* (PPD), and melanotropes and somatolactoropes in the *pars intermedia* (PI) (5, 11).

Over the past five decades, endocrine cell type organization in the teleost pituitary has been documented in various species. Despite having approximately similar patterns, the pituitary endocrine cell maps exhibit differences in terms of variety of cell types that are reported. For instance, the localization of endocrine cell populations in dorado fish shows only four distinct types of endocrine cells across the adenohypophysis (12). By contrast, studies of other species described five [Japanese medaka (13)], six [fourspine sculpin (14); cardinal and bloodfin tetra (15)], seven [greater weever (16); white seabream (17); dimerus cichlid (18)], and eight [Atlantic halibut (19); Nile tilapia (20); saddle wrasse (21)] cell types.

Even though these previous studies have provided interesting information on the spatial organization of endocrine cell populations, they lack information due to the techniques available and used at the time. First, the use of mid- and para-sagittal sections of the pituitary to reconstruct organizational patterns of endocrine cells overlooks information on the lateral sides. Second, the single-labeling method and non-species specific antibodies typically used do not provide sufficient detail on arrangements among different endocrine cell populations, or on the possible existence of multi-hormonal cells as described in mammals (22–25). These features will be important to better understand their roles in fish physiology and endocrinology. Moreover, the distribution of the blood vessels within the pituitary, which play an essential role by transporting the released hormones, is poorly known. A better knowledge will help understand how endocrine cells arranged within a vascularized system that is thought to facilitate signaling within the pituitary (26). Also, since it has been shown that the pituitary is a plastic organ with changes occurring at cellular and population levels (27), it is essential to describe the cell composition, spatial organization, and vascularization of the pituitary in detail.

The Japanese medaka (*Oryzias latipes*) is a teleost model commonly used to investigate vertebrate and teleost physiology, genetics, and development, due to easy access to a wide range of genetic and molecular techniques (28, 29). We have recently used single-cell RNA sequencing to describe seven distinct endocrine cell types (expressing *prl*, *pomca*, *fshb*, *lhb*, *tshba*, *gh*, and *sl*) in the medaka pituitary (30). Here, we extend this study by describing differences in the spatial distribution of the seven endocrine cell populations, in juvenile and adult fish from both sexes. Using multi-color *in situ* hybridization techniques together with single-cell transcriptomics analysis, this study offers the first 3D atlas of teleost pituitary endocrine cell populations, allowing the characterization of differences in spatial distribution between sexes and stages, as well as demonstrating the existence of multi-hormonal cells.

## Materials and Methods

### Experimental Animals

Juvenile (2 months old) and adult (6 months old) wild type medaka (WT, d-rR strain) were reared at 28°C in a re-circulating water system (pH 7.5; 800 µS) with 14 hours light and 10 hours dark. Fish were fed with artemia and dry food three times daily. Sex determination was based on secondary sexual characteristics (31). Experiments were conducted in accordance with recommendations on experimental animal welfare at the Norwegian University of Life Sciences.

### Quantitative Polymerase Chain Reaction

RNA extraction from pituitaries (n = 7) was performed as previously described in (32). Fish were euthanized by immersion in ice water and pituitaries were collected and stored at -80°C in 300 µl of TRIzol (Invitrogen, Carlsbad, USA) with 6 zirconium oxide beads (Bertin Technologies, Versailles, France; diameter 1.4 μm). Later, tissues were homogenized and mixed with 120 µl chloroform. After centrifugation, the supernatant was mixed with isopropanol, and the RNA pellet was rinsed with 75% cold ethanol before resuspended with 14 µl of nuclease free water. Due to the size of the tissue, 3 juvenile pituitaries were pooled per replicate. A total of 33 ng of RNA was used to synthesize cDNA using SuperScript III Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA) and random hexamer primers (Thermofisher scientific). 5× diluted cDNA samples were analyzed in duplicate, using 3 µl of the cDNA and 5 µM each of forward and reverse primer in a total volume of 10 µl (**Table 1**). PCR cycle parameters were: 10 min pre-incubation at 95°C, followed by 42 cycles of 95°C for 10 s, 60°C for 10 s and 72°C for 6 s, followed by melting curve analysis to assess PCR specificity. The mRNA level was normalized using *rpl7* as the reference gene as no significant difference of expression was found between groups.

**Table 1:** Primer sequences used for the mRNA level analysis in the medaka pituitary.

Gene Name	Sequence (5’ - 3‘)	Ensembl Gene Name	Accession Number (NCBI/Ensembl)	Amplicon size (bp)	Efficiency	Reference
*rpl7*	F: TGCTTTGGTGGAGAAAGCTC	*rpl7*	NM_001104870	98	2.03	(32)
	R: TGGCAGGCTTGAAGTTCTTT		ENSORLG00000007967			
*prl*	F: TCAGATGGGAACCAGAGGAC	*prl1*	XM_004071867.4	85	1.987	This study
	R: GATGTCCACGGCTTTACACA		ENSORLG00000016928			
*tshba*	F: ATGTGGAGAAGCCAGAATGC	*tshba*	XM_004068796.4	88	2	This study
	R: CTCATGTTGCTGTCCCTTGA		ENSORLG00000029251			
*lhb*	F: CCACTGCCTTACCAAGGACC	*lhb*	NM_001137653.2	100	2	(33)
	R: AGGAAGCTCAAATGTCTTGTAG		ENSORLG00000003553			
*fshb*	F: GACGGTGCTACCATGAGGAT	*fshb*	NM_001309017.1	73	2.03	(32)
	R: TCCCCACTGCAGATCTTTTC		ENSORLG00000029237			
*gh*	F: TCGCTCTTTGTCTGGGAGTT	*gh1*	XM_004084500.3	102	1.94	This study
	R: ACATTCTGATTGGCCCTGAT		ENSORLG00000019556			
*pomca*	F: GTGGTGGTTGTCGGTGGG	*pomca*	XM_004066456.3	122	1.956	This study
	R: GTGAGGTCAGAGCGGCAG		ENSORLG00000025908			
*sl*	F: CACCAAAGCATTACCCATCC	*smtla*	NM_001104790.1	87	1.965	This study
	R: ACCAGCATCAGCACAGAATG		ENSORLG00000013460			

### Multi-Color Fluorescence *In Situ* Hybridization

#### Tissue Preparation

Fish were euthanized by immersion in ice water. Each brain and pituitary complex was fixed overnight at 4°C in 4% paraformaldehyde (PFA, Electron Microscopy Sciences, Hatfield, Pennsylvania) diluted with phosphate buffered saline with Tween (PBST: PBS, 0.1%; Tween-20), approximately 50× the tissue volume. Tissue was then dehydrated in a series of increasing ethanol concentrations (25%, 50%, 75%, 96%), followed by storage in 100% methanol at -20°C until use.

#### Cloning and RNA Probe Synthesis

DNA sequences for the probes were obtained from NCBI as listed in **Table 2**. Sequences were selected according to the high expression in the pituitary for those having more than one paralog in the medaka genome (*tshb* and *pomc*). PCR primers for the amplification of the probe genes were designed from transcribed sequences (mRNA) for each gene using Primer3 (https://primer3.ut.ee/). Following RNA extraction and cDNA synthesis as described above, cDNA was used to amplify the sequence of interest by PCR using Taq DNA polymerase (Thermo Fisher Scientific) with a 3-min denaturation step at 94°C, followed by 35 cycles at 94°C for 15s, 50°C for 15s, and 72°C for 60s, and finally 1 cycle of 72°C for 5 mins. The amplified PCR products were isolated using a gel extraction kit (Qiagen) and cloned into the pGEM-T Easy vector (Promega) following manufacturer instructions and verified by sequencing. PCR products from the verified plasmids were used as template to synthetize sense and anti-sense complementary RNA probes using *in vitro* transcription with T7 or SP6 RNA polymerase (Promega, Madison, Wisconsin). RNA probes were tagged with dinitrophenol-11-UTP (DNP, Perkin Elmer, Waltham, Massachusetts), fluorescein-12-UTP (FITC, Roche Diagnostics), or digoxigenin-11-UTP (DIG, Roche Diagnostics). Finally, the probes were purified using the Nucleospin RNA clean-up kit (Macherey-Nagel, Hoerdt, France) and the concentration was measured using the Epoch Spectrophotometer System (BioTek, Winooski, VT, USA).

**Table 2:** Primer sequences used to make the *in situ* hybridization (ISH) probes of seven endocrine cell types in the medaka pituitary.

Gene	Sequence (5’ - 3’)	Ensmbl gene name	Accession Number (NCBI/Ensembl)	PCR product size (bp)	Reference
*lhb*	F: CACAGCCTGCAGATACATGAG	*lhb*	NM_001137653.2	318	(33)
	R: AGGAAGCTCAAATGTCTTGTAG		ENSORLG00000003553		
*fshb*	F: GAGGAAGCAACACTTTCAGC	*fshb*	NM_001309017.1	500	(34)
	R: GCACAGTTTCTTTATTTCAGTGC		ENSORLG00000029237		
*pomca*	F: ATGTATACCGTTTGGTTGCT	*pomca*	XM_004066456.3	515	This study
	R: AAATGCTTCATCTTGTAGGAG		ENSORLG00000025908		
*sl*	F: CCCATCTTTTCACTGTAAGT	*smtla*	NM_001104790.1	506	This study
	R: ATACTGGAAGGCACCTTGTT		ENSORLG00000013460		
*prl*	F: GAAAGACCGAGGAGGAACTG	*prl1*	XM_004071867.4	381	This study
	R: TTGCAGAGTTGGACAGGACC		ENSORLG00000016928		
*gh*	F: TCTCTGCAGACTGAGGAACA	*gh1*	XM_004084500.3	501	This study
	R: AGCCACAGTCAGGTAGGTCT		ENSORLG00000019556		
*tshba*	F: ACAGGCTAAACTCAAGTTAA	*tshba*	XM_004068796.4	473	This study
	R: AGGATCATATAGGTGCTCTG		ENSORLG00000029251		

#### Hybridization

Multi-color FISH was performed as previously described in (35) with minor modifications. Tissues were serially rehydrated, and the pituitary was detached from the brain. Afterwards, whole pituitaries were hybridized with the probes (0.11 – 3.17 ng/µl) for 18 hours at 55°C, and incubated with different combinations of anti-DNP- (Perkin Elmer), anti-FITC-, and anti-DIG-conjugated antibodies (Roche Diagnostics), followed by TAMRA- (Thermofisher), Cy5- (Perkin Elmer) and FITC-conjugated tyramides (Sigma). The nuclei were stained with DAPI (1:1000, 4’, 6-diamidino-2-phenylindole dihydrochloride; Sigma). The absence of labeling when using sense probes was used to confirm the specificity of the anti-sense probes. Whole pituitaries were mounted using Vectashield H-1000 Mounting Medium (Vector, Eurobio/Abcys) between microscope slides and cover slips (Menzel Glässer, VWR) with spacers (Reinforcement rings, Herma) in between for the juveniles, and between two cover slips with spacers for adults.

### Combined FISH and Immunofluorescence

To distinguish the localization of adrenocorticotropic-releasing hormone (Acth) and alpha-melanocyte stimulating hormone (α-Msh) cells within *pomca*-expressing cells separately, IF was performed using the antibodies shown in **Table 3**. After FISH for *pomca* labelled with FITC-conjugated tyramide, the pituitaries were embedded in 3% agarose (H_2_O) and para-sagittally sectioned with 60 µm thickness using a vibratome (Leica). From a single pituitary, odd and even ordered slices were processed to detect Acth and α-Msh IF, respectively. Tissue slices were incubated for 10 minutes at room temperature (RT) in permeabilizing buffer (0.3% Triton in PBST) with agitation, before incubation for 1 hour at RT in blocking solution (Acth: 3% normal goat serum (NGS); 0.3% Triton; 1% dimethylsulfoxide (DMSO) in PBST; α-Msh: 3% NGS; 5% Triton; 7% DMSO in PBST). Sections were then incubated at 4°C overnight with primary antibodies or without (control) in blocking solution, followed by 4 hours at RT with secondary antibodies in blocking solution with extensive PBST washes in between. Nuclei were stained with DAPI (1/1000). Antibody dilution factors are provided in **Table 3**.

**Table 3:** Primary and secondary antibodies used for immunofluorescence (IF) to distinguish Acth and α-Msh cells within *pomca*-expressing cells in the medaka pituitary.

Antibody	Dilution	Source	Reference
Rabbit anti-human ACTH antibody	1:1000	abcam (ab74976)	(36)
Rabbit anti-human α-MSH antibody	1:3000	abcam (ab123811)	(37)
Goat anti-rabbit antibody (Alexa-555)	1:500	Invitrogen (A21429)	(34)

### Blood Vessel Staining

Blood vessels were stained by cardiac perfusion as previously described (38). The fish were anesthetized with 0.04% Tricaine (pH 7), and the anterior abdomen was cut to allow access to the heart. Afterwards, 0.05% of DiI (1,1’-Dioctadecyl-3,3,3’,3’-Tetramethylindocarbocyanine Perchlorate; Invitrogen) solution diluted in 4% PFA (in PBS) was administered to the *bulbus arteriosus* through the ventricle using a glass needle. The pituitary was dissected and fixed in 4% PFA (in PBS) for 2 hours in the dark, then washed 2 times with PBS and mounted as described above.

### Image Processing and Analysis

Fluorescent images were obtained using an LSM710 Confocal Microscope (Zeiss) with 25× (for adult pituitary) and 40× (for juvenile pituitary) objectives. Lasers with wavelength of 405 (DAPI), 555 (TAMRA; Alexa-555), 633 (Cy5) and 488 (FITC; Alexa-488) nm were used. Channels were acquired sequentially to prevent cross-signaling of fluorophores. Due to the size of the adult pituitaries, the image acquisition was done from the dorsal and ventral sides of the pituitary with some overlaps in the middle. In conjunction with the microscope, ZEN software (v2009, Zeiss) was used to process the images, and ImageJ (1.52p; http://rsbweb.nih.gov/ij/) was used for processing z-projections from confocal image stacks. The dorsal and ventral stacks of adult pituitaries were aligned using HWada (https://signaling.riken.jp/en/en-tools/imagej/635/) and StackReg plugins (http://bigwww.epfl.ch/thevenaz/stackreg/), before presenting them in orthogonal views.

### 3D Volume Measurement of Cell Populations

Cell volumes from the pituitary image stacks (n = 4-8 per group) were measured using ImageJ. Briefly, the channels of the image stack were split, and the threshold was adjusted to select only the objects of interest and to exclude background. The Otsu threshold method was used to separate foreground objects from background. To calculate the object volume, the area of the slice was multiplied by the depth of the slice. The absolute volume of each population was calculated by summing the population volume of each slice. Then, the relative volume of each population as a percent of the total pituitary volume (determined by DAPI staining) was calculated.

### 3D Atlasing

While juvenile pituitaries were imaged as one block, adult pituitaries were imaged from the ventral and dorsal side with confocal imaging as described above. The two sides of the adult pituitaries were then merged using landmarks visible with the DAPI staining. Finally, eight pituitaries labeled for different markers were aligned to the same coordinate system also using manually selected landmarks. These data were used for the creation of four 3D atlases of the pituitary gland, using the principle approaches previously outlined (39).

The creation of the 3D atlases involved several steps. Merging and alignment was done using LandmarkReg (https://github.com/Tevemadar/LandmarkReg, with accompanying utilities https://github.com/Tevemadar/LandmarkReg-utils). Image stacks were saved in NIfTI format (https://imagej.nih.gov/ij/plugins/nifti.html) and converted with the “NIfTI2TopCubes” utility before the matching anatomical positions (“landmarks”) were manually identified in volume-pairs. Both the signal from endocrine cells and the DAPI background were inspected, and four or more landmarks were recorded for each volume-pair. In case of ventral-dorsal half images (adult samples), a custom utility “PituBuild” was used for merging the two halves, based on partial overlap. Finally, each set of complete pituitary volumes was aligned to a common anatomical space using the “Match” utility. The resulting NIfTI volumes were then converted to TIFF stacks for viewing and analysis.

To enable 3D viewing of the pituitary atlases, data were prepared for the MeshView tool (RRID: SCR_017222, https://www.nitrc.org/projects/meshview/) developed for 3D brain atlas viewing (40). Volumes were first binarized using the “BinX” utility with a threshold value of 50. MeshGen (https://www.nitrc.org/projects/meshgen/) was then used to generate surface meshes in standard STL format (http://paulbourke.net/dataformats/stl/) before convertion using PackSTL (https://github.com/Tevemadar/MeshView-PackSTL) to allow viewing in MeshView.

### Single-Cell Transcriptomics Analysis (scRNA-Seq)

We used processed scRNA-seq dataset from 23 male and 24 female adult medaka pituitaries where doublet cells were removed (30). Briefly, 2644 and 3921 cells remained after quality control for the female and male pituitary, respectively. Then, each cell was awarded a doublet likelihood score in the doublet removal analysis. We removed 2-3% of the cells with the highest doublet score from the original dataset according to 10x Genomics stochastic loading data, ending with 2592 female and 3804 male cells. We then filtered out red blood cells to avoid noise, and we applied a cut-off to differentiate between cells with high and low expression for specific genes to distinguish expression from background (**Supplementary Figure 1**). This dataset was further used to generate the pair-wise scatterplots using the R package ggplot2 (version 2_3.3.2), to investigate cells expressing more than one hormone-encoding gene. We identified 191 and 229 multiple hormone-producing cells in female and male pituitaries, respectively. To identify whether these cells express more than two hormone-encoding genes, we generated clustered heatmaps using pheatmap (version 1.0.12) to visualize the expression levels of all hormone-producing genes in each cell.

### Statistical Analysis

Levene’s test was performed to analyze the homogeneity of variance while the normality was tested using the Shapiro-Wilk Normality test. Differences in mRNA levels and in absolute and relative cell population volumes were evaluated using One-way ANOVA followed by Tukey *post hoc* test. The data are shown as mean + SEM (Standard Error of Mean) unless otherwise stated in the figure legend. *p* < 0.05 was used as a threshold for statistical significance.

### Data Availability

All image files are available in a data repository (https://doi.org/10.18710/NOGJQ2). The 3D atlases (**Figure 1**) can be found on a webpage containing explanatory videos and other types of data completing the online pituitary atlas (https://www.nmbu.no/go/mpg-atlas), allowing easy access and navigation through the data.

**Figure 1:**
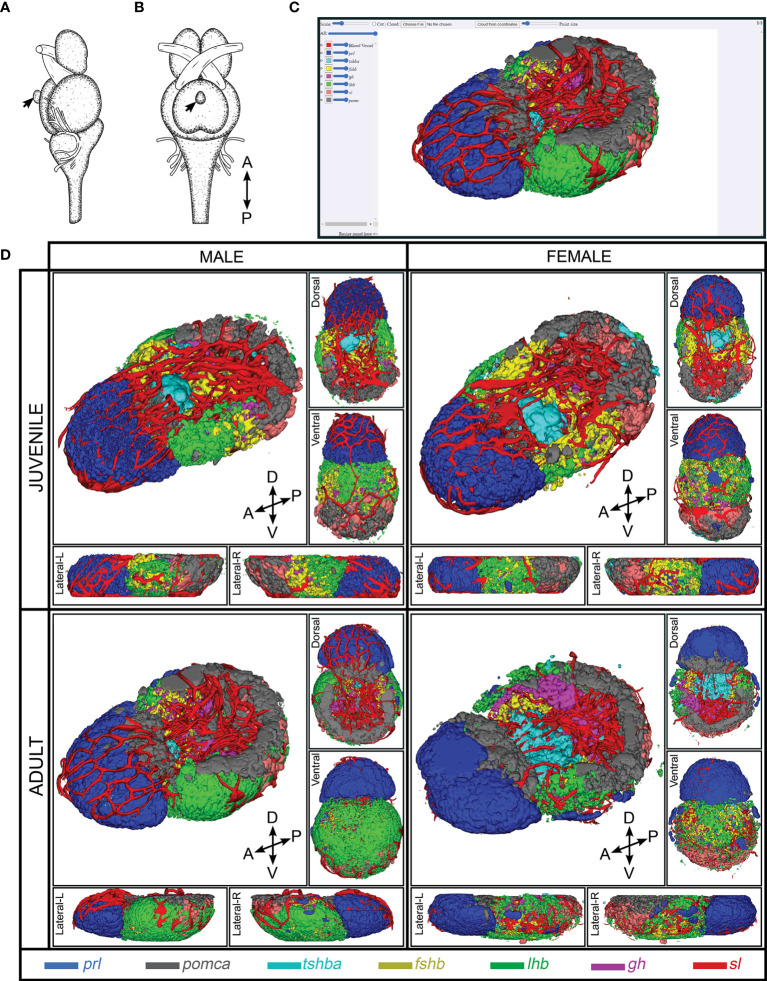
3D reconstruction of medaka anterior pituitary containing seven endocrine cell populations and blood vessel. Illustration of brain and pituitary (marked by black arrow) of medaka from lateral view **(A)** and ventral view **(B)** [Figure is adopted and modified with permission from (41)]. The navigation platform of 3D spatial distribution of endocrine cell populations that are now available online **(C)**. Snapshots of 3D reconstruction of endocrine cell populations from juvenile and adult medaka male and female **(D)**. Snapshots of 3D representations of the pituitary atlas captured from different perspectives: lateral (L, left; R, right), dorsal, and ventral. Four direction arrows display the direction of the pituitary (A, anterior; P, posterior; D, dorsal; V, ventral). The legend shows the color code for each cell type.

## Results

### 3D Atlases of the Medaka Pituitary

Using several combinations of multi-color FISH, we combined the labeling to form four 3D pituitary atlases now available online http://arken.nmbu.no/medaka-pituitary-atlas/JF/; http://arken.nmbu.no/medaka-pituitary-atlas/JM/; http://arken.nmbu.no/medaka-pituitary-atlas/AF/; http://arken.nmbu.no/medaka-pituitary-atlas/AM/), allowing us to precisely localize the seven endocrine cell types (*prl*, *pomca*, *tshba*, *fshb*, *lhb*, *gh* and *sl*) and blood vessels in the adenohypophysis of medaka.

#### *prl*-Expressing Cells (Lactotropes)

In both adults and juveniles (**Supplementary Figure 2**), *prl*-expressing cells make up almost the entirety of the RPD from the dorsal to the ventral side of the pituitary, without any obvious difference in distribution between males and females. They border on and intermingle with a *pomca*-expressing cell population (**Supplementary Figure 9**). In some fish, a few *prl*-expressing cells are also localized peripherally in the dorsal area of PPD (data not shown).

#### *pomca*-Expressing Cells (Corticotropes and Melanotropes)

*pomca*-expressing cells are observed in two distinct regions. One population is localized in the dorsal part of RPD, where it is mostly clustered centrally if observed from the transverse perspective, and the second is detected in the PI area (**Supplementary Figure 3**). While the first one is adjacent to and mixing with *prl*-expressing cells, in close proximity to *tshba*-expressing cells (**Supplementary Figure 9**), the second population intermingles with *sl*-expressing cells (**Supplementary Figure 10**).

#### *tshba*-Expressing Cells (Thyrotropes)

*tshba*-expressing cells are localized in the dorsal side of anterior PPD towards the *pars nervosa* (PN; analogous to neurohypophysis in the anterior part of the pituitary), next to the *prl*- and *pomca*-expressing cells (**Supplementary Figure 4** and **Supplementary Figure 9**). From the transverse perspective, *tshba*-expressing cells are mostly concentrated centrally in the PPD (**Supplementary Figure 4**) where they border and mix with *fshb*-expressing cells (**Supplementary Figure 11**).

#### *fshb*-Expressing Cells (Gonadotropes)

*fshb*-expressing cells are detected from the anterior to middle part of the PPD, distributed in both lateral sides of the pituitary from the transverse perspective (**Supplementary Figure 5**). These cells cover the PN from a frontal perspective (**Supplementary Figure 5**). They border and mix with *tshba*-expressing cells in the dorsal (**Supplementary Figure 11**), *lhb*-expressing cells in the ventral (**Supplementary Figure 12**) and *gh*-expressing cells in the posterior part of the PPD (**Supplementary Figure 13**).

#### *lhb*-Expressing Cells (Gonadotropes)

In both juveniles and adults, *lhb*-expressing cells are commonly distributed in the peripheral area of the PPD, covering almost the entire ventral side of the pituitary (**Supplementary Figure 6**). In adults, *lhb*-expressing cells are also localized in the proximity of peripheral area of the PI (**Supplementary Figure 6**). These cells border and mix with *fshb*-expressing cells in the PPD (**Supplementary Figure 12**), and with *pomca*- and *sl*-expressing cells in the PI of adult pituitary (**Supplementary Figure 10**).

#### *gh*-Expressing Cells (Somatotropes)

*gh*-expressing cells are localized on the dorsal side of the PPD towards the PN area (**Supplementary Figure 7**). They are distributed in both lateral sides of the pituitary, mixing with *fshb*-expressing cells (**Supplementary Figure 13**), but extend posteriorly, encompassing and bordering with the PN (**Supplementary Figure 7**).

#### *sl*-Expressing Cells (Somatolactotropes)

*sl*-expressing cells are intermingled within *pomca*-expressing cells located in the PI (**Supplementary Figure 8** and **Supplementary Figure 10**). In the adult pituitary, these cells border and mix with *lhb*-expressing cells in the PI (**Supplementary Figure 10**).

#### Distinction of Acth and α-Msh Cell Populations

The combination of FISH for *pomca* with IF for Acth or α-Msh shows that that Acth cells overlap the entire *pomca* signal, while melanotropes overlap *pomca* signals in the PI, both in adults (**Figure 2**) and in juvenile pituitaries (**Supplementary Figure 14**).

**Figure 2:**
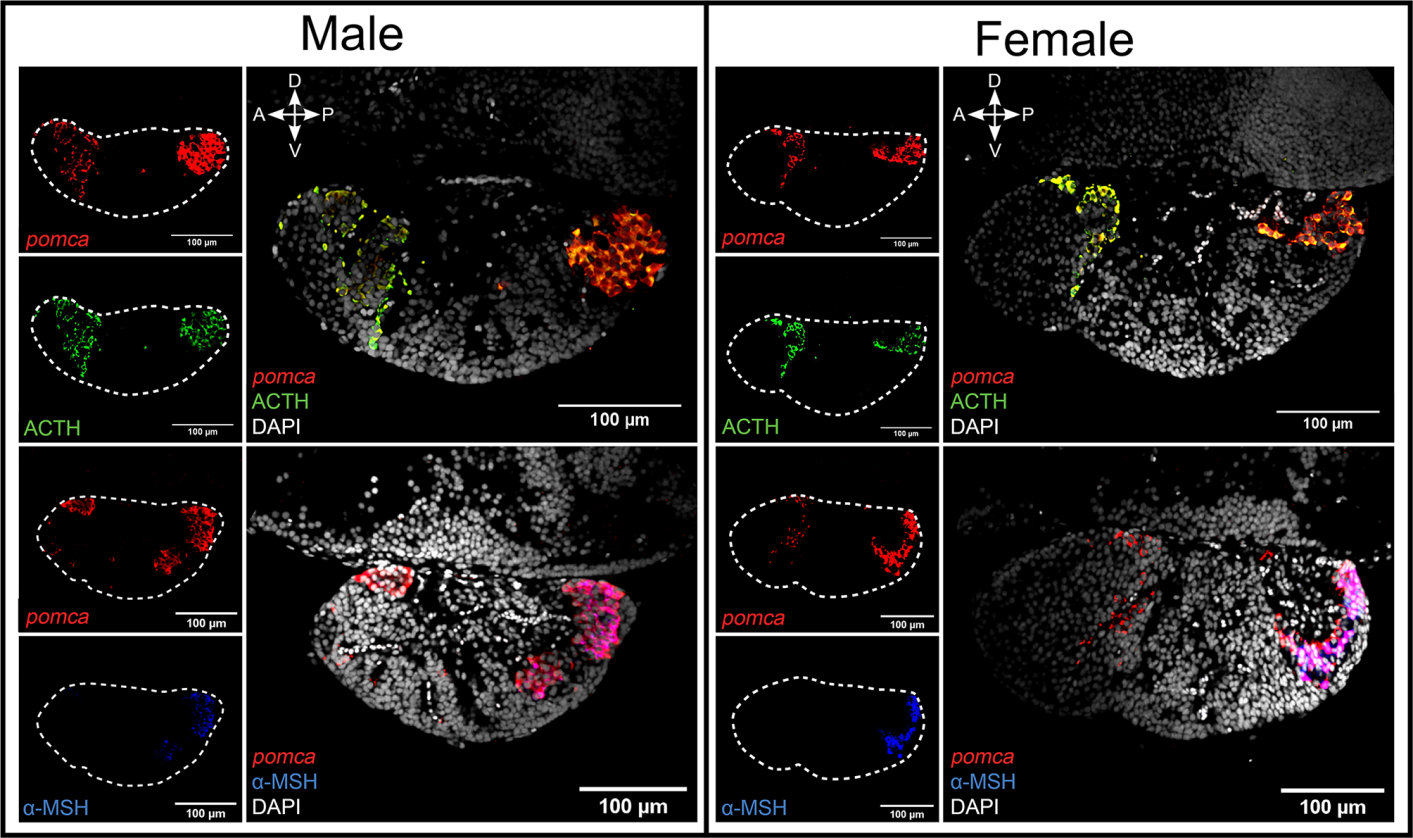
The combination of FISH for *pomca* and IF for Acth or α-Msh allows the distinction of two clear *pomca* expressing cell populations. The distinction of Acth (green) and α-Msh (blue) producing cells from *pomca*-labelled (red) in the pituitary from adult male and female medaka. The dashed lines represent the pituitaries shown in the right panel. Four direction arrows display the direction of the pituitary (A, anterior; P, posterior; D, dorsal; V, ventral).

#### Blood Vessels

3D reconstruction shows that blood vessels encompass the entire adenohypophysis, without any obvious differences between sexes and stages (**Figure 3**).

**Figure 3:**
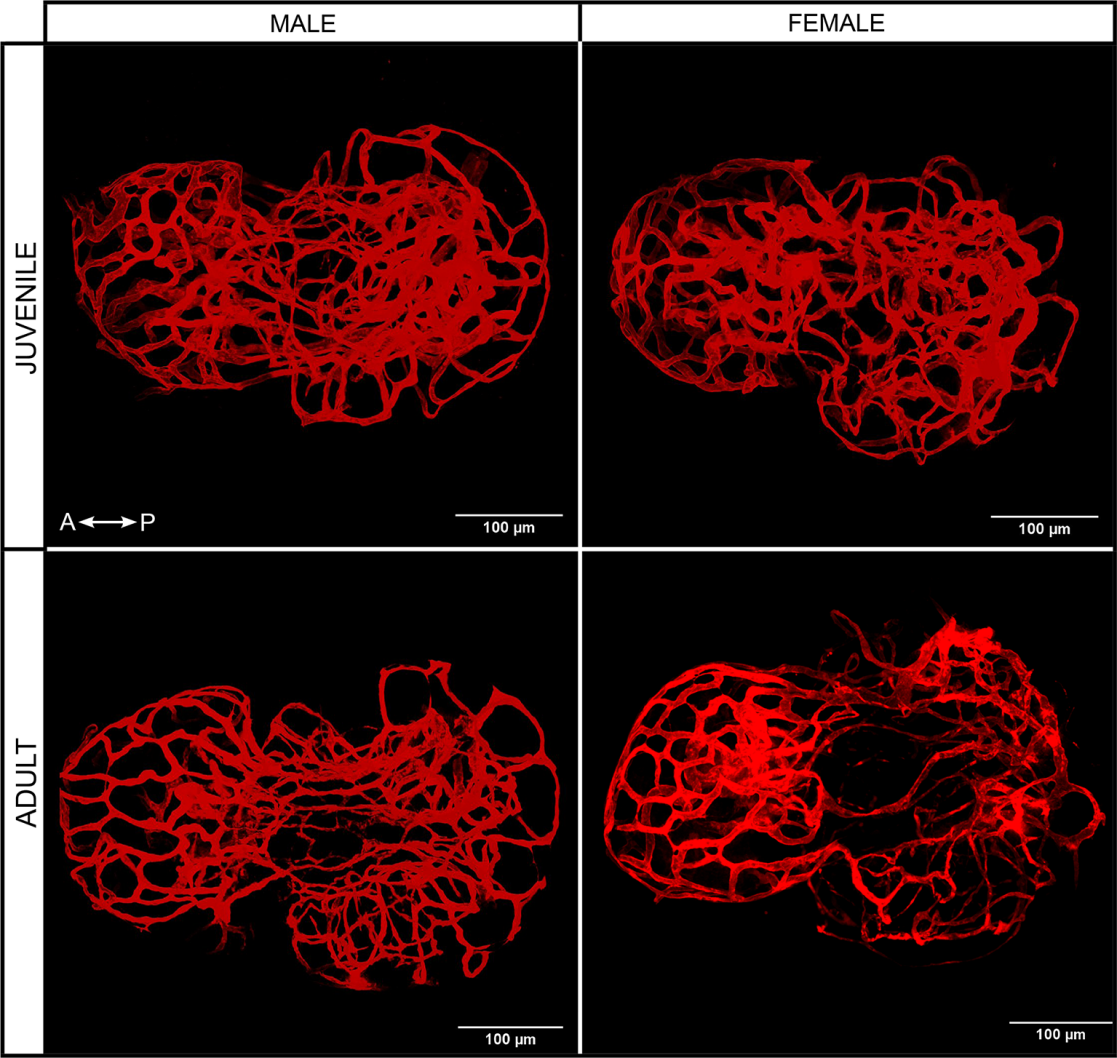
3D projection of blood vessels from juvenile and adult male and female medaka pituitaries from the dorsal side. Left right arrow symbol shows the direction of the pituitary (A, anterior; P, posterior).

### Sex and Stage Differences

For each pituitary endocrine cell population, we analyzed the mRNA levels for the hormone-encoding genes, as well as the absolute and relative volumes of each population (**Figure 4**).

**Figure 4:**
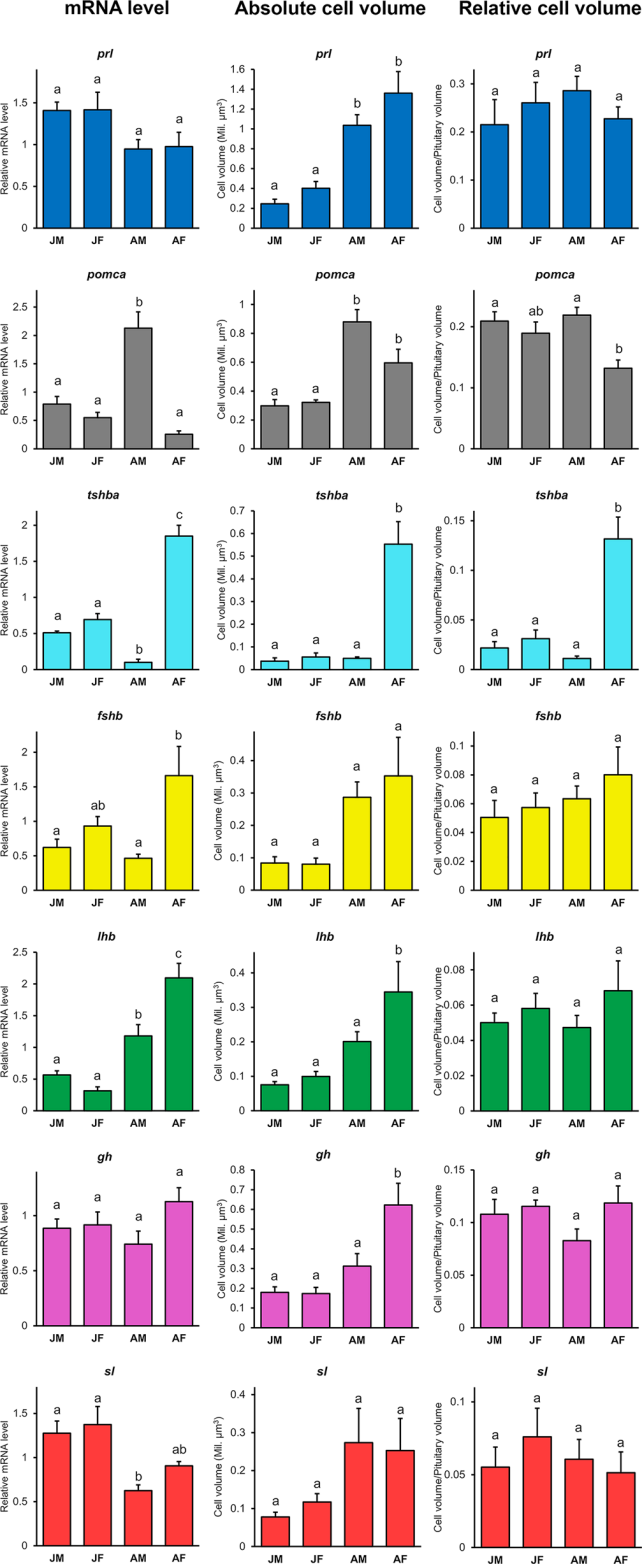
Relative mRNA levels for seven hormone-encoding genes (*prl*, *pomca, tshba*, *fshb*, *lhb*, *gh*, and *sl*), absolute cell population volumes and relative cell volumes in juvenile and adult medaka males and females (juvenile male, JM; juvenile female, JF; adult male, AM; adult female, AF). Graphs are provided as mean + SEM (n = 4 - 8). Different letters display statistical differences (*p* < 0.05) between groups as evaluated by One-way ANOVA followed by Tukey *post hoc* test.

Although no stage difference is observed in *prl* and *gh* mRNA levels, the *prl*-expressing cell volume is significantly larger in adults than in juveniles, and the absolute *gh*-expressing cell volume is significantly larger in adult females than juveniles or adult males. However, the relative volume of these populations remains stable. In contrast, *sl* mRNA levels are significantly higher in juveniles compared to adult males (*p* < 0.05), while the absolute cell volume tends to be larger (but not significantly) in adults than in juveniles. However, the relative volume of the *sl*-expressing cell population remains stable across sexes and stages.

Adult females have significantly higher mRNA levels of both *fshb* (*p* < 0.01) and *lhb* (*p* < 0.0001) compared to the other groups, which is consistent with the tendency of larger cell volume for both cell types. However, the relative volumes of these populations also remain stable. *tshba* mRNA levels are significantly higher in adult female (*p* < 0.0001), consistent with the significantly larger *tshba*-expressing cell absolute and relative volumes in the adult female pituitary. In contrast, *pomca* mRNA levels are significantly higher in adult male (*p* < 0.0001), in agreement with the increased absolute volume of the *pomca*-expressing cell population in adults compared to juveniles, which tends to be larger in adult males than in adult females. Furthermore, the relative volume of *pomca*-expressing cells is significantly larger in adult males than adult females.

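For single-cell RNA sequencing (scRNA-seq), cells dissociated from the pooled pituitaries of 24 adult females and from those of 23 adult males were captured with the 10x Chromium system, which counts the 3′ ends of transcripts with unique molecular identifiers (UMIs). Each sex is 1 library, so there are no replicates. The sample labels give an age of about 8 months and a line in which the *lhb* promoter drives GFP, whereas the paper gives 6 months for its wild type adults. The authors deposited raw UMI counts per gene and cell, without normalization, and a cell type for every cell, after their quality control and removal of the cells with the highest doublet scores. These files hold 2592 cells and 11750195 UMIs in females, and 3804 cells and 17691130 UMIs in males. Cells annotated as red blood cells, 371 in females and 559 in males, were left out here as in the paper. The 2221 female cells that remained had a median of 4127 UMIs (range 1517 to 44871), and the 3245 male cells a median of 3832 UMIs (range 230 to 101151). The expression level of a gene in a cell was computed as the natural log of 1 plus its UMIs per 10000 UMIs of the cell. A cell was counted as expressing one of the 7 hormone-encoding genes when this level was above a cut-off for that gene and sex, read by eye from the red lines in Supplementary Figure 1. Intervals given with the shares are exact Clopper-Pearson 95% intervals, which cover counting error only and not the variation between fish or between libraries. With 1 library per sex, no test between the sexes was made.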

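In the authors' annotation, gonadotrope-like cells made up 26.9% of the female cells (597 of 2221, interval 25.0 to 28.8%) and 13.7% of the male cells (444 of 3245, 12.5 to 14.9%). Lh gonadotropes made up 24.1% in females (535 cells, 22.3 to 25.9%) and 27.6% in males (895 cells, 26.0 to 29.2%). Lactotropes made up 8.64% in females (192 cells, 7.51 to 9.89%) and 12.2% in males (397 cells, 11.1 to 13.4%). The share of Fsh gonadotropes was 3.24% in females (72 cells, 2.54 to 4.07%) and 6.10% in males (198 cells, 5.30 to 6.98%), and that of somatotropes was 2.34% (52 cells, 1.75 to 3.06%) and 3.91% (127 cells, 3.27 to 4.64%). Thyrotropes were 3.11% of the cells in females (69 cells, 2.43 to 3.92%) and 1.42% in males (46 cells, 1.04 to 1.89%). Melanotropes and corticotropes together, the *pomca*-expressing types, made up 3.56% in females (79 cells, 2.83 to 4.41%) and 3.33% in males (108 cells, 2.74 to 4.00%), and their intervals overlap. Somatolactotropes were 15 cells in females (0.675%, 0.378 to 1.11%) and 38 in males (1.17%, 0.830 to 1.60%), again with overlapping intervals. Not all annotated cells were above the cut-off of the gene their type is named for. Among the Lh gonadotropes, 341 of 535 female and 782 of 895 male cells were above the *lhb* cut-off, which is 15.4% of the cells in females (13.9 to 16.9%) and 24.1% in males (22.6 to 25.6%). Lh gonadotropes and gonadotrope-like cells together go in the other direction, with 51.0% in females (1132 cells, 48.9 to 53.1%) and 41.3% in males (1339 cells, 39.6 to 43.0%). Among the thyrotropes, 37 of 69 female and 43 of 46 male cells were above the *tshba* cut-off, and counting only these gives 1.67% in females (1.18 to 2.29%) and 1.33% in males (0.961 to 1.78%), with overlapping intervals. Among the somatolactotropes, 15 of 15 female and 12 of 38 male cells were above the *sl* cut-off. The share of such cells was thus higher in females and that of all annotated cells higher in males, with overlapping intervals for both. The median *sl* level of the annotated cells was 2772 UMIs per 10000 in females and 0 in males, with median depths of 6352 and 2841.5 UMIs. Most annotated male somatolactotropes thus lack clear *sl*, and their share rests on the annotation. Of the 12 annotated types, 7 had intervals that did not overlap between the libraries. With the cells above the 95th percentile of total UMIs left out, this number was 8, and it was 6 with red blood cells kept. It was 5 when, as chosen after seeing the data, only cells above the cut-off of their type's own hormone-encoding gene were counted, since the intervals of thyrotropes and of somatotropes then overlap. These are differences between 2 libraries, and whether they exceed the variation between fish cannot be seen from 1 library per sex.

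**Figure D1:**
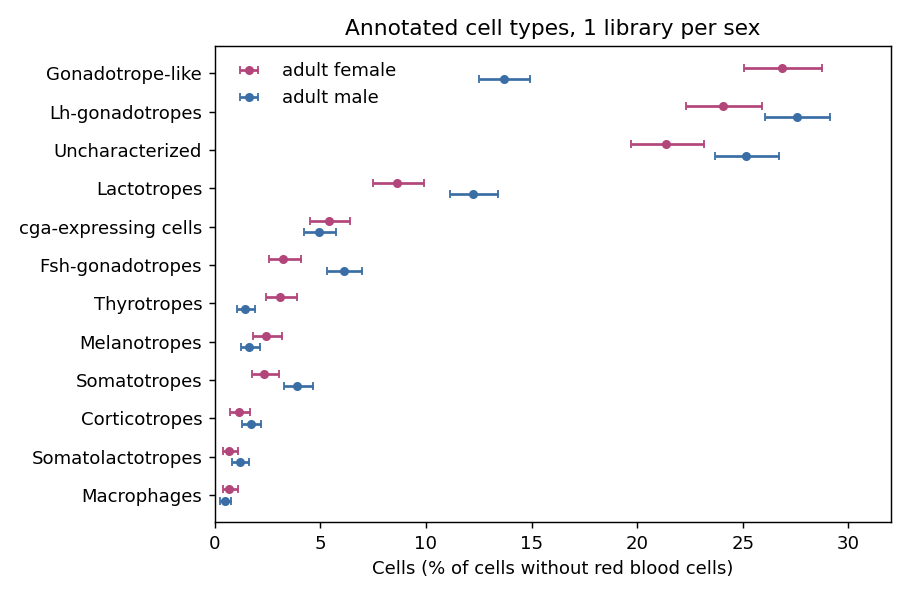
Share of each annotated cell type in the adult female and adult male library, as a percent of the cells left after red blood cells were removed. Points are the shares and bars their exact 95% intervals, which cover counting error only; the widest gap is in gonadotrope-like cells, at 26.9% in females and 13.7% in males.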

Despite obvious differences in mRNA transcript levels and cell volume observed respectively with qPCR and FISH, we could not detect any differences in the proportions of each cell type between adult males and females by scRNA-seq.

### Cells Producing Multiple Hormones

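Among the 7 hormone-encoding genes, at least 1 was above its cut-off in 1295 female and 1954 male cells, and none in 926 and 1291 cells. In females, 189 cells had 2 or more of these genes above their cut-offs, which is 8.51% of the cells (interval 7.38 to 9.75%) and 14.6% of the cells with at least 1 gene. In males, 230 cells did, which is 7.09% of the cells (6.23 to 8.03%) and 11.8% of the cells with at least 1 gene. The intervals of the female and male shares of cells overlap. Exactly 2 genes were above their cut-offs in 185 of these cells in females and in 210 in males. The position of the cut-offs moved these numbers most. Another setting placed each cut-off at the lowest point of the density between the background peak and the cells of highest expression. With these density cut-offs, 15 cells were counted in females (0.675%) and 25 in males (0.770%). This rule put the *tshba* cut-off at 6.33 in females and 6.3 in males, against 3.0 as read. In females 12 cells stayed above it, fewer than the 69 annotated thyrotropes, so the rule removes most cells with *tshba*.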

Using scRNA-seq, we identified 191 and 229 bi-hormonal cells in the adult female and male medaka pituitaries, respectively (**Figure 5A** and **Supplementary Table 1**). Both sexes show a number of cells co-expressing *lhb*- and *fshb*-, *lhb*- and *tshba*- and *fshb* and *tshba*. 

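Cells above the cut-offs of both *lhb* (ENSORLG00000003553) and *tshba* (ENSORLG00000029251) numbered 145 in adult females, or 6.53% of the cells (interval 5.54 to 7.64%), and 126 in adult males, or 3.88% (3.24 to 4.61%). Cells above the cut-offs of *lhb* and *fshb* (ENSORLG00000029237) numbered 19 in females (0.855%, 0.516 to 1.33%) and 86 in males (2.65%, 2.13 to 3.26%). For both of these pairs the female and male intervals do not overlap. Cells with *fshb* and *tshba* numbered 22 in females (0.991%, 0.622 to 1.50%) and 29 in males (0.894%, 0.599 to 1.28%), with overlapping intervals. Lactotropes, which should lack *tshba*, show the background from free RNA. In these, 1 of 192 female and 1 of 397 male cells was above the *tshba* cut-off, with median depths of 6447 and 5763 UMIs, compared to 176 of 535 female and 119 of 895 male Lh gonadotropes, with median depths of 4600 and 4731 UMIs. After each cell was thinned to 2200 UMIs, these shares were 0.549% in female lactotropes, 0.265% in male lactotropes, 32.4% in female Lh gonadotropes and 12.8% in male Lh gonadotropes. All of these counts depend on the cut-offs. With density cut-offs, which remove most cells with *tshba*, 1 female and 0 male cells had *lhb* and *tshba*. In either sex 0 cells had *fshb* and *tshba*, and 5 female and 6 male cells had *lhb* and *fshb* (0.225% and 0.185%). Neither the higher share of *lhb* and *fshb* in males nor the order of the pairs was kept. The cells with *lhb* and *tshba* and no other hormone-encoding gene were deeper than the cells with *lhb* alone, with a median of 6505 against 4680 UMIs in females and 6801 against 4733 UMIs in males.

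**Figure D2:**
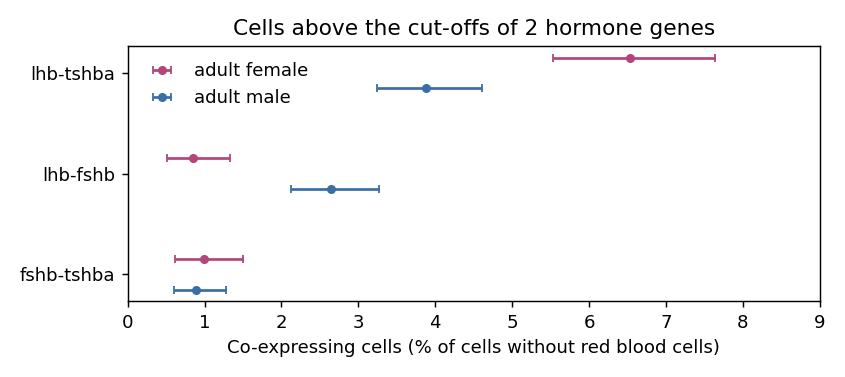
Share of cells above the cut-offs of both genes of each pair in the adult female and adult male library, as a percent of the cells left after red blood cells were removed. Points are the shares and bars their exact 95% intervals for counting error only. With the cut-offs as read, cells with *lhb* and *tshba* have the highest share, 6.53% in females and 3.88% in males. This order is not kept in either sex with density cut-offs, which remove most cells with *tshba*.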

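The pairs that include *sl*, *prl*, *gh* or *pomca* were held by few cells. Only the male library had cells with *lhb* and *sl* (1 cell), *fshb* and *sl* (1 cell), *fshb* and *prl* (1 cell), *fshb* and *pomca* (2 cells), *tshba* and *prl* (2 cells), *tshba* and *pomca* (5 cells) and *prl* and *pomca* (1 cell). Only the female library had cells with *fshb* and *gh* (2 cells) and with *tshba* and *sl* (1 cell). Both libraries had cells with *lhb* and *prl* (2 in females and 3 in males), *lhb* and *gh* (1 and 3), *lhb* and *pomca* (3 and 7), *tshba* and *gh* (1 and 1) and *prl* and *gh* (1 and 2). A count of 0 among 2221 female cells allows a share of up to 0.135% by the rule of 3 counts, and a count of 0 among 3245 male cells a share of up to 0.0924%. The upper limits of the exact 2-sided intervals are 0.166% and 0.114%. The largest count found in a single sex, 5 male cells with *tshba* and *pomca*, is a share of 0.154% (interval 0.0500 to 0.359%). Its interval overlaps that of the female count of 0. With these numbers of cells and 1 library per sex, the counts of these pairs show no difference between the sexes. In cells with exactly 2 genes, one or both from *sl*, *prl*, *gh* and *pomca*, total UMIs were at the median 2.07 times the mean of the medians of the cells with either gene alone in females (9 cells) and 2.54 times in males (20 cells).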

Meanwhile, some cells co-expressing *lhb* and *sl*, *fshb* and *sl*, *fshb* and *prl*, *fshb* and *pomca*, *tshba* and *prl*, *tshba* and *pomca*, *prl* and *gh*, and *prl* and *pomca* were unique to adult males, whereas cells co-expressing *fshb* and *gh* were only found in adult females. The existence of cells co-expressing *lhb*-*fshb* and *fshb*-*tshba* in both sexes and *lhb*-*sl* in adult male was confirmed using multi-color FISH (**Figure 6**). While the co-localization of *lhb*-*fshb* and *fshb*-*tshba* was observed in several individuals, the *lhb*-*sl* expressing cells were observed only in 1 of 13 adult male pituitaries analyzed. However, we could not detect colocalization between *tshba* and *lhb* by FISH.

**Figure 5:**
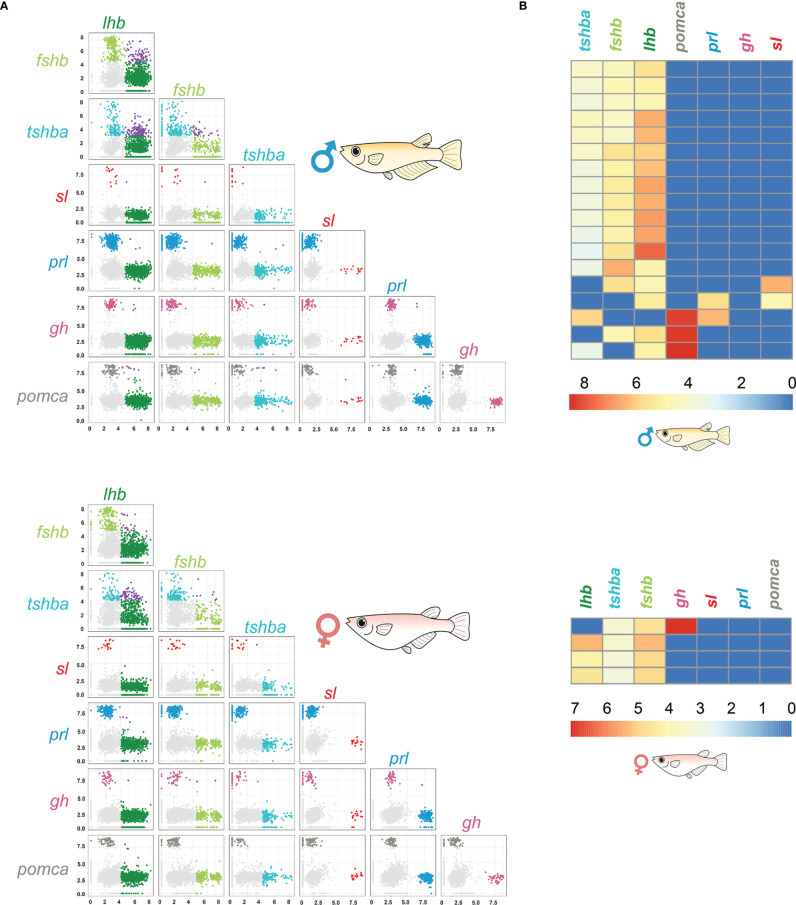
scRNA-seq data reveal the presence of bi-hormonal and multi-hormonal cells in the medaka pituitary. Pair wise plots of 2228 cells in female and 3245 cells in male pituitary **(A)**. Colored by filtered cells (light gray), lhb expressing cells (light green), fshb expressing cells (dark green), tshba expressing cells (cyan), sl expressing cells (red), prl expressing cells (blue), gh expressing cells (magenta), pomca expressing cells (dark grey) and cells expressing more than one endocrine gene (purple). Light grey cells represent the cells where gene expression for the investigated hormone is considered as part of the background. Axes are log normalized. Zoom in from the heatmap of seven hormone-encoding genes of the male and female pituitary shown in **Supplementary Figure 15**, displaying the cells expressing more than two hormone-encoding genes **(B)**. Each row represents one cell, and low expressions are shown in blue and high expressions are shown in red. For all hormone-encoding genes, expression levels below the threshold established in **Supplementary Figure 1** were replaced by zero and thus appear in blue.

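On the natural log scale, the cut-offs taken from the red lines were 4.0 in females and 4.5 in males for *lhb*, 4.5 and 4.0 for *fshb*, 3.0 in both sexes for *tshba*, 6.3 and 5.0 for *sl* (ENSORLG00000013460), 6.6 and 6.3 for *prl* (ENSORLG00000016928), 6.6 and 6.7 for *gh* (ENSORLG00000019556), and 6.7 and 7.1 for *pomca* (ENSORLG00000025908). Above them were 630 female and 1026 male cells for *lhb*, 206 and 326 for *fshb*, 326 and 264 for *tshba*, 17 and 14 for *sl*, 188 and 385 for *prl*, 40 and 87 for *gh*, and 81 and 102 for *pomca*. The *prl* cut-off lies in a sparse part of the distribution. Within 0.25 of it were 1 cell below and 3 cells above in females, and 3 below and 14 above in males. More cells lie near the *tshba* cut-off, with 31 below and 46 above in females and 40 below and 35 above in males. Cells above the *tshba* cut-off had a median of 46.7 *tshba* UMIs per 10000 in females and 42.6 in males, compared to 2782 and 2143 *prl* UMIs per 10000 in cells above the *prl* cut-off. Fewer than 10 *tshba* UMIs were counted in 43 of the 326 female and 27 of the 264 male cells above its cut-off. With every cut-off lowered by 0.5, 12.3% of the female and 10.6% of the male cells had 2 or more genes above their cut-offs, and with every cut-off raised by 0.5, 5.00% and 4.07% did.

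**Figure D3:**
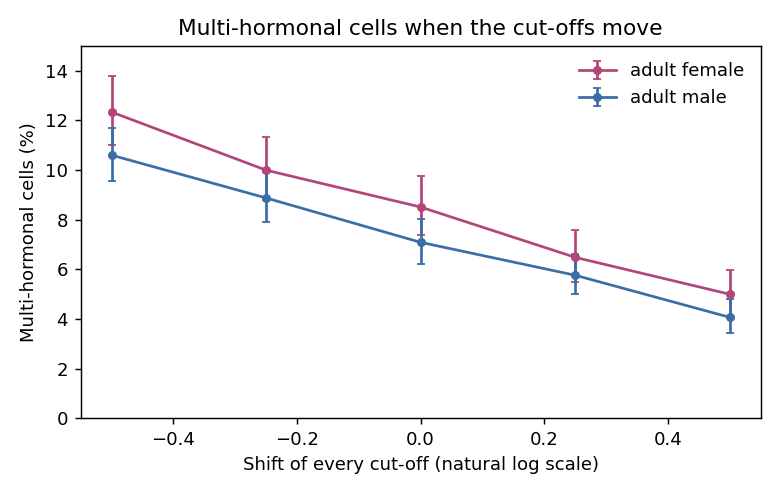
Multi-hormonal cells as a percent of the cells left after red blood cells were removed, in each library, when every cut-off is shifted by the value on the horizontal axis (natural log scale). Bars are exact 95% intervals for counting error only; the share falls from 12.3% to 5.00% in females and from 10.6% to 4.07% in males between the ends of the axis.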

**Figure 6:**
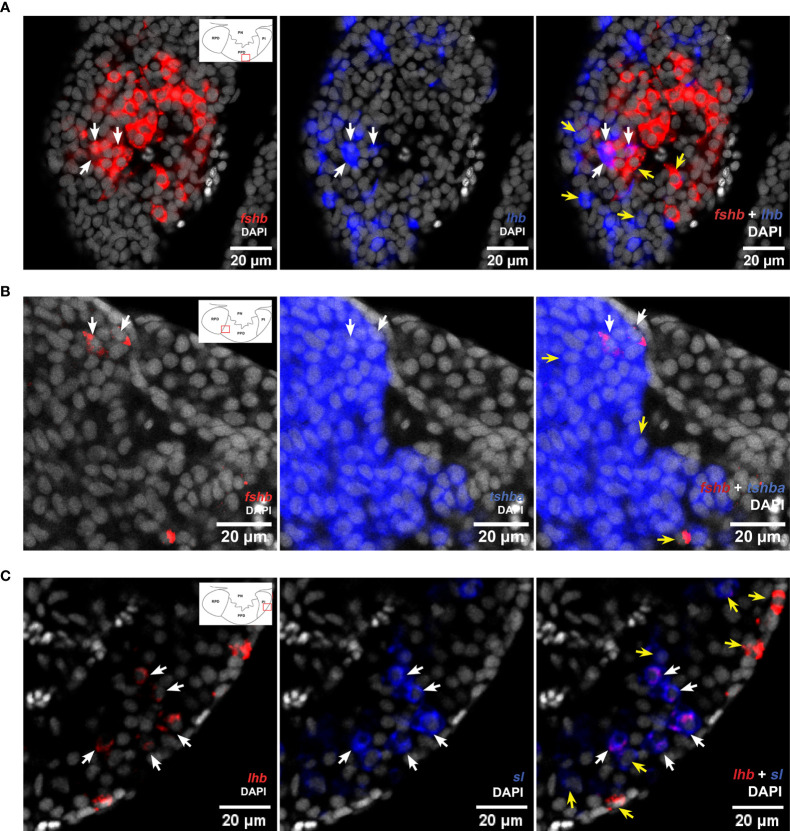
Multi-color FISH reveals some cells co-expressing more than one hormone-encoding genes in the medaka pituitary. Single confocal planes (pinhole aperture 1 Airy Unit (0.8 -1.1 µm section)) confirming colocalization of *lhb* and *fshb* **(A)**, and *fshb* and *tshb* **(B)** in both male and female, and *lhb* and *sl* in the adult male medaka pituitary **(C)**. White arrows show cells with co-expressed mRNAs, while yellow arrows show cells without (can be used as control of probe´s specificity). The location of the bi-hormonal cells is in the proximity of the red rectangles as illustrated in the schematic drawings of the pituitaries in left panels.

We then investigated whether some of these bi-hormonal cells were expressing more than two hormone-encoding genes (**Figure 5B** and **Supplementary Figure 15**). We found a few cells co-expressing three hormone-encoding genes, although these are rare, representing only 0.15% and 0.47% of all pituitary cells in females and males, respectively. 

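With red blood cells left out of the count, 4 female cells had 3 hormone-encoding genes above their cut-offs, which is 0.154% of all 2592 deposited cells (interval 0.0421 to 0.395%). In males there were 20 such cells, 0.526% of all 3804 deposited cells (0.321 to 0.811%), and the intervals of the sexes overlap. Counting red blood cells as well adds 1 male cell, for 21 cells (0.552%), and no female cell. Taken over the cells without red blood cells, the shares are 0.180% and 0.616%. In females 3 of the 4 cells held *lhb*, *fshb* and *tshba*, and 1 held *fshb*, *tshba* and *gh*. In males 16 of the 20 cells held *lhb*, *fshb* and *tshba*. The other male combinations, with 1 cell each, were *lhb*, *fshb* and *pomca*, then *lhb*, *tshba* and *pomca*, then *lhb*, *fshb* and *sl*, and *tshba*, *prl* and *pomca*. The authors' annotation places 10 of the 20 male cells in the Lh gonadotropes and 6 in the Fsh gonadotropes. When the cells above the 95th percentile of total UMIs in the male library were left out, 10 of 3613 cells had 3 genes (0.277%). With every cut-off raised by 0.5, no female cell and 7 male cells did.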

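With the cut-offs as read, the largest number of the 7 hormone-encoding genes above their cut-offs in any cell of either library was 3. By the rule of 3 counts, a count of 0 allows a share of up to 0.116% of the 2592 female cells and up to 0.0789% of the 3804 male cells, and the exact 2-sided intervals reach 0.142% and 0.0969%. With every cut-off lowered by 0.25 or by 0.5, 1 male cell and no female cell had more than 3 genes above them.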

We did not detect any cell co-expressing more than three hormone-encoding genes. These multi-hormonal cells could not be detected using multi-color FISH.

## Discussion

### 3D Spatial Distribution of Endocrine Cell Populations and Blood Vessels

We have recently used scRNA-seq to identify and characterize seven endocrine cell types in the teleost model organism medaka (30). Although a 3D atlas of the pituitary gland development has been previously described in zebrafish (42), the present atlas is the first 3D atlas of all pituitary endocrine cell populations in a teleost fish. It provides more precise and detailed information on the distribution and organization of the different cell types, and clearly demonstrates that endocrine cells are distributed differently in mid-sagittal versus para-sagittal sections (**Figure 7**).

**Figure 7:**
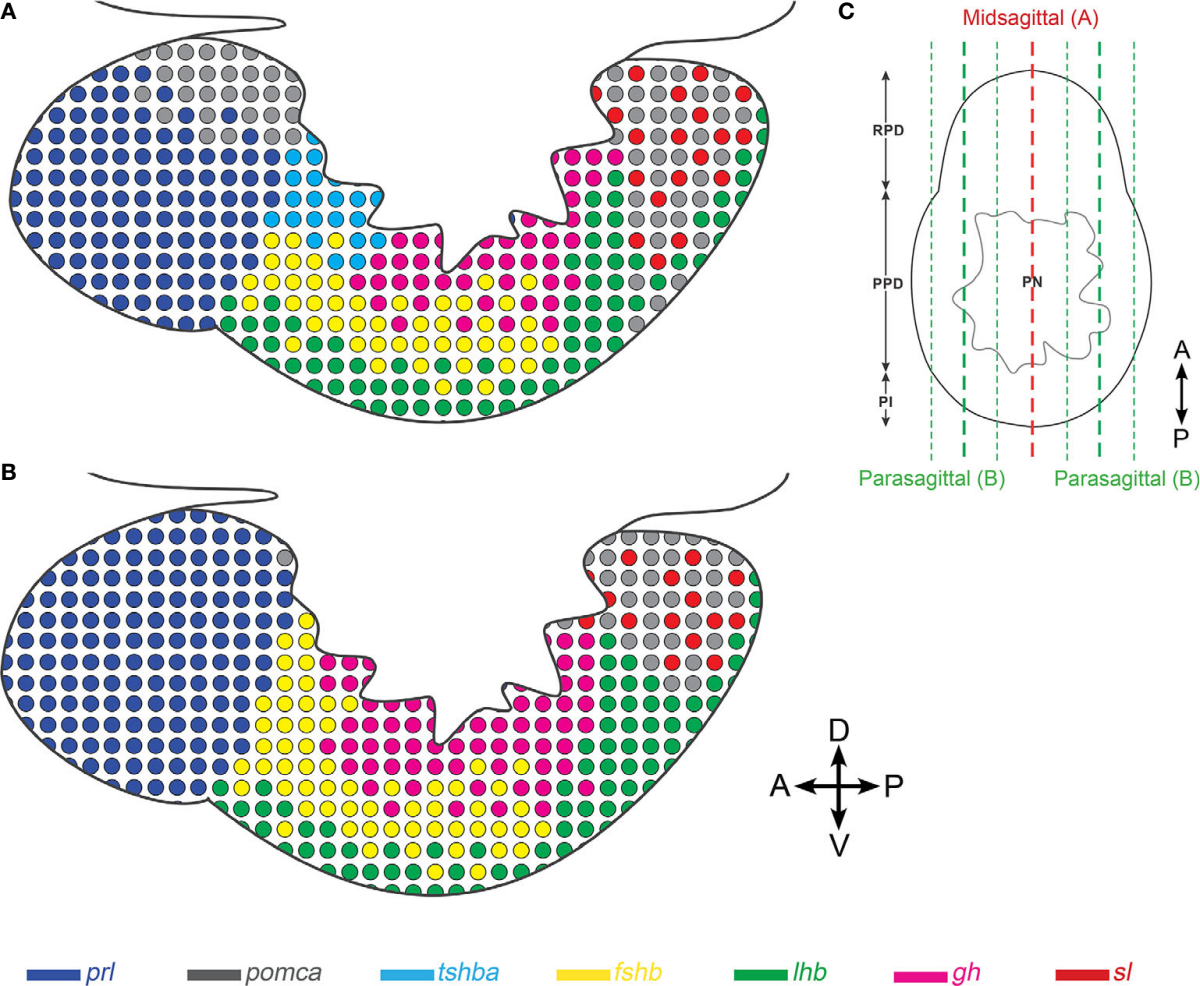
Schematic illustration showing differences in the distribution of endocrine cell populations between mid-sagittal and para-sagittal sections of the medaka pituitary. The schemas are drawn based on mid- **(A)** and para-sagittal **(B)** points of view. **(C)** Transverse view of medaka pituitary showing approximate location of mid-sagittal (red) and para-sagittal sections (green). Four direction arrows display the direction of the pituitary (A, anterior; P, posterior; D, dorsal; V, ventral).

As reported in coho (43) and chum salmon (44, 45), seabass (46), gilt-head seabream (47), common barbel (48) and striped bass (49), we observed some lactotropes in the ventro-peripheral area of the PPD. However, these cells were found only in some fish and not always at the same location, making them difficult to map. We found Lh gonadotropes in the PI, in addition to in the PPD, but only in adults, and we did not observe Lh cells in RPD as reported by some studies (15, 16, 50–52). The extra-PPD localization of Lh gonadotropes might be due to extension of the PPD into the PI (19) or to Lh cell migration to other zones during the ontogeny of the adenohypophysis (53). Meanwhile, several studies reported somatotropes in the RPD (49, 54) and PI (55, 56), and somatolactotropes and melanotropes in the teleost PPD (12, 15–17, 55). However, we did not observe this in medaka. The wide localization of Gh, Sl, and α-Msh cells in these immunohistochemical studies might also be explained by antigenic similarities as previously suggested (12, 15, 57).

The vasculature is ubiquitously spread throughout nearly the entire adenohypophysis in medaka, without obvious differences between sexes and stages. This agrees with previous studies in zebrafish (58, 59) showing a highly vascularized pituitary. Such complex vasculature is, of course, central to the endocrinological function of the pituitary, as it allows for the efficient transport of secreted hormones to peripheral organs. In addition, it may facilitate intra-pituitary signaling (26).

### Sexual Dimorphism of *tshba-, pomca-*, and *lhb*-Expressing Cell Populations

While studies using only para-sagittal pituitary sections were unable to resolve differences of endocrine cell population between sexes and stages, whole pituitary labeling methods allow us to detect such differences. For instance, we show for the first time that *tshba*-expressing cell volumes are the largest in adult females, and *pomca*-expressing cell volumes are the largest in adult males. Our qPCR data on *tshba* and *pomca* levels agree with a previous study in medaka (60) and further support the sexual dimorphism. In that study, androgens were shown to stimulate transcription of *tph1*, which encodes an enzyme required for serotonin synthesis, in *pomc*-expressing cells. The authors hypothesized that in males, higher androgen levels lead to higher serotonin levels, which repress the expression of some hormone-encoding genes including *tshb*. We also found significantly lower *tshba* levels in adult compared to juvenile males where the androgen levels are generally lower [for review, see (61, 62)], supporting the inhibitory role of androgens on *tshba* levels. It will be interesting to test this hypothesis in future research using orchidectomy which drastically reduce androgen levels (63). However, although higher *tshb* levels are also observed in female half-barred wrasse (64), and *tshb* levels are higher in juvenile than in adult male Atlantic salmon (65), zebrafish show no sexual dimorphism of *tshb* and *pomc* (66), suggesting species differences.

We also observed sexual dimorphism of *fshb* and *lhb* mRNA levels in adults, in agreement with a previous medaka study (60). Although *lhb*-expressing cell volume also shows sexual dimorphism, we do not observe this for *fshb*-expressing cells. This suggests a difference in gonadotrope cell activity, as supported by the absence of significant differences in Fsh cell numbers in a previous study (8). In contrast, we observed an increase of *lhb* mRNA levels from juvenile to adult stages, which might be due to increased cell numbers as previously reported (41). Surprisingly, we did not observe a significant difference in *fshb* mRNA levels between juveniles and adults, despite a previous report of an increase in Fsh cell numbers during sexual maturation (8). While neither sexual dimorphism nor stage differences were observed for *prl* or *gh* levels, we found a stage effect on the absolute volume of *prl*-expressing cells, and sexual dimorphism of the absolute volume of *gh*-expressing cells in adults. The latter finding is consistent with a previous study that showed sexual dimorphism of *gh* levels in adult medaka (60), while previous studies in blue gourami (67) and gilthead seabream (68) contrast with our findings on *prl* levels, suggesting species differences. Meanwhile, although *sl*-expressing cell volumes tend to be larger in adults than juveniles, we found the opposite for the mRNA levels, with higher levels in juveniles than in adults, suggesting higher cell activity in juveniles. Indeed, somatolactin has been associated with sexual maturation in some teleosts, such as coho salmon (69), Nile tilapia (70) and flathead grey mullet (71). The upregulation of *sl* levels in teleosts is thought to be related to gonadal growth, as it is highly expressed at the onset of gonadal growth and lowly expressed post-ovulation (72, 73). This implies that in the current study, the adult fish used may have been in a post-ovulation phase while the juveniles may have been initiating gonadal development.

### scRNA-seq and Multi-Color FISH Reveal the Presence of Multi-Hormonal Cells in the Adult Medaka Pituitary

The presence of cells expressing more than one hormone in the anterior pituitary has been shown in many studies, both in teleosts and in mammals [for review see (27, 74–76)]. Using scRNA-seq technology, multi-hormonal cells have been described in the mouse pituitary (77), but never before in a teleost. While scRNA-seq has previously been used to analyze the zebrafish pituitary, the existence of multi-hormonal cells was not investigated (78). Using similar approaches, we previously could not identify any clusters of multi-hormonal cells in the medaka pituitary (30). Thus, in the present study, we more deeply analyzed our scRNA-seq data and found a relatively small number of bi-hormonal and very few multi-hormonal cells. Such low numbers of multi-hormonal cells could explain the lack of detection of cell clusters in the previous medaka study (30).

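The authors' annotation places the female cells with both *lhb* and *fshb* in the gonadotrope-like cells (12 of 19), the Fsh gonadotropes (4 cells) and the Lh gonadotropes (3 cells). In males, 46 of the 86 cells were Lh gonadotropes, 30 were Fsh gonadotropes, 9 were gonadotrope-like and 1 was a melanotrope. The median level of *lhb* in these cells was 129 UMIs per 10000 in females, compared to 287 in the 463 cells with *lhb* alone. The corresponding levels of *fshb* were 135 in these cells and 302 in the 167 cells with *fshb* alone. In males, the median level of *lhb* was 645 UMIs per 10000, compared to 523 in the 819 cells with *lhb* alone, whereas the median level of *fshb* was 107, compared to 504 in the 225 cells with *fshb* alone. In males 20 of the 86 cells were less than 0.25 above the *fshb* cut-off on the natural log scale, as were 6 of the 19 cells in females.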

In the current study, we show the presence of gonadotrope cells co-expressing *lhb* and *fshb* which has previously been reported in medaka (8) and in other teleost species (7, 9, 10). We also found cells co-expressing *fshb-tshba* and *sl*-*lhb*. 

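The male cell above the cut-offs of *lhb* and *sl* also had *fshb* above its cut-off and is annotated as an Fsh gonadotrope. It held 17890 UMIs, more than 97.5% of the male cells or as many, of which 193 were from *lhb*, 479 from *fshb* and 1146 from *sl*. The cells with *fshb* and *tshba* were annotated in females mostly as gonadotrope-like cells (10 of 22), Fsh gonadotropes (6 cells) and Lh gonadotropes (4 cells), and in males as Lh gonadotropes (14 of 29), Fsh gonadotropes (9 cells) and gonadotrope-like cells (5 cells). In each sex 1 cell was annotated as a thyrotrope. The median level of *tshba* in these cells was 30.3 UMIs per 10000 in females and 32.6 in males, compared to 46.7 and 53.0 in cells with *tshba* alone.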

Although previous immunohistochemtry studies on the pituitary of several teleost species showed cross-reaction between Tsh and Lh/Fsh (47, 57) and between Lh and Sl antibodies (15, 57, 79, 80), we show discrete labeling of *tshba*, *fshb*, *lhb*, and *sl* cells in the current study confirming the specificity of the probes. Therefore, the observation of colocalization of *fshb-tshba* and *sl*-*lhb* supports that these bi-hormonal cells exist in the medaka pituitary. Meanwhile, several studies have shown co-staining between Prl, Gh and Sl (12, 19, 21, 44, 55). However, our analysis of scRNA-seq data revealed only a few cells co-expressing *prl* and *gh*. 

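In females, 1 of the 227 cells above the cut-off of *prl* or *gh* was above both. It is annotated as a somatotrope and held 13599 UMIs, of which 1750 were from *prl* and 1071 from *gh*, and its levels of 7.16 and 6.67 on the natural log scale compare with cut-offs of 6.6 for both genes. In males, 2 of 470 cells were above both. The first is annotated as a somatotrope, with 903 *prl* and 3898 *gh* UMIs among 12152, and the other as a lactotrope, with 2002 *prl* and 4813 *gh* UMIs among 25322. All of these cells were among the deepest of their libraries, at the 97.3 percentile of total UMIs in females and at the 94.5 and 98.6 percentiles in males.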

While antigenic similarities could explain co-staining between these cell types in previous studies (12, 15, 57), their low occurrence in the medaka pituitary might prevent their identification with FISH. We also show that very few cells in the adult medaka pituitary express more than two hormone-encoding genes. The current study is the first to show the presence of such multi-hormonal cells in the teleost pituitary. However, it differs noticeably from mammals, where multi-hormonal cells are numerous and thus form a cluster in the scRNA-seq data (77), which is not the case in medaka (30). Although we could not confirm their existence using FISH, most likely because of their low incidence, the evidence of their existence using scRNA-seq raises questions about their origin and roles in the teleost pituitary.

In mammals, the presence of multi-hormonal cells has been described and associated with pituitary plasticity where the cell number is changing to fulfill physiological demands [for review, see (75)]. Hypothetical origins of these cells have been previously discussed (27, 74, 75, 81–85). They may originate from differentiating progenitor cells where a non-fully differentiated transient state could allow the expression of several hormone-encoding genes. This hypothesis is supported in mammals by the identification of a cluster of multi-hormonal cells expressing PROP1, a progenitor cell marker (77). However, there is no such evidence yet found in teleosts, as we could not find such a cluster in the medaka pituitary in the previous (30) and current studies. Indeed, we found only very few cells expressing more than two hormone-encoding genes, with a maximum of three hormone-encoding genes expressed. 

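The deposited annotation divides the female cells into 15 clusters and the male cells into 16. The multi-hormonal cells were spread over several types. In females they were 20.9% of the Lh gonadotropes (112 cells, interval 17.6 to 24.6%), 13.9% of the Fsh gonadotropes (10 cells, 6.87 to 24.1%), 8.70% of the thyrotropes (6 cells, 3.26 to 18.0%) and 8.21% of the gonadotrope-like cells (49 cells, 6.13 to 10.7%). In males they were 15.3% of the Lh gonadotropes (137 cells, 13.0 to 17.8%), 17.7% of the Fsh gonadotropes (35 cells, 12.6 to 23.7%), 19.6% of the thyrotropes (9 cells, 9.36 to 33.9%), 18.9% of the melanotropes (10 cells, 9.44 to 32.0%) and 6.31% of the gonadotrope-like cells (28 cells, 4.23 to 8.99%). In no type and sex did they exceed 20.9% of the cells. The male melanotropes were also the deepest type, with a median of 18325 UMIs per cell.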

A previous study in medaka also demonstrated that gonadotropes do not appear as bi-hormonal cells but as either Lh or Fsh during early development (8), suggesting that progenitor cells might not be multi-hormonal in the teleost pituitary. In addition, multi-hormonal cells may also appear during trans-differentiation (when one cell changes phenotype). Indeed, a study in medaka showed that *fshb*-expressing cells could start to express *lhb in vitro*, becoming at least temporarily bi-hormonal (8). Interestingly, most of the multi-hormonal cells in our scRNA-seq data express *lhb*/*fshb*, *lhb*/*tshba* or *fshb*/*tshba*. 

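At least 2 of the genes *lhb*, *fshb* and *tshba* were above their cut-offs in 180 of the 189 multi-hormonal cells in females (95.2%, interval 91.2 to 97.8%) and in 209 of the 230 in males (90.9%, 86.4 to 94.3%). No other hormone-encoding gene was above its cut-off in 179 of these cells in females and in 206 in males. When every cut-off was shifted by 0.25 or 0.5 in either direction, the share with at least 2 of these genes was between 95.0% and 95.6% in females and between 88.6% and 92.0% in males. With all cut-offs placed by the density rule, it was 6 of 15 cells in females (40%) and 6 of 25 in males (24%). That rule removes most cells with *tshba*. The paper proposes that multi-hormonal cells may also arise by trans-differentiation, and calls it plausible between gonadotropes and thyrotropes of teleosts, as described in mammals.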

In mammals, differentiation of progenitor cells to both gonadotropes and thyrotropes requires the transcription factor *Gata2* (86, 87), but co-expression with *Sf1* leads to gonadotropes whereas co-expression with *Pit1* leads to thyrotropes (88–91). In contrast, relatively little is known regarding pituitary cell lineage in teleosts. Nevertheless, it is plausible that trans-differentiation occurs between the gonadotrope and thyrotrope cell types in teleosts, as previously described in mammals (92).

Within the *pomca*-expressing cell population, we observed Acth staining alone at the border of the RPD/PPD and staining of both Acth and α-Msh in the PI. Co-staining between Acth and α-Msh is not uncommon as Acth-immunoreactive cells have been found in RPD and PI areas in other teleost species (7, 17, 19–21, 46, 47, 93). However, it must be noted that the target antigen of anti-Acth used in this study and most previous studies contains the target antigen for anti-α-Msh (https://www.uniprot.org/uniprot/P01189#PRO_0000024970). This might explain why we found both Acth and α-Msh cells in the PI. A previous study pre-incubating anti-Acth with α-Msh antigen demonstrated that Acth cells are localized in the RPD while α-Msh cells are found in the PI (20). This might also be the case in medaka.

Finally, the 3D atlas platform that is provided online will help research community to take a close look on the spatial distribution of endocrine cells and the vascularization of blood vessels in the pituitary.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The single-cell transcriptomics data can be accessed through the project accession number GSE162787 at the NCBI Gene Expression Omnibus (GEO: https://ncbi.nlm.nih.gov/geo/). The imaging data can be found at the NMBU open research data (https://doi.org/10.18710/NOGJQ2).

## Ethics Statement

The animal study was reviewed and approved by Norwegian University of Life Sciences.

## Author Contributions

RF and F-AW conceptualized and planned the work. RF, MP, JB, and F-AW obtained funding. NR did all cloning. MR and RF performed the experiments and acquired the imaging data. MR and GC processed the imaging data and developed the online 3D model, supervised by MP and JB. CH and KS analyzed the single cell transcriptome data. MR, CH, and RF wrote the paper with the inputs from all authors. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by the Norwegian University of Life Sciences (to RF) and the Norwegian Research Council grants No. 251307, 255601, and 248828 (to F-AW). The tools development received support from the European Union’s Horizon 2020 Framework Programme for Research and Innovation under the Specific Grant Agreement No. 945539 (Human Brain Project SGA3) (to JB) and the Research Council of Norway under Grant Agreement No. 269774 (INCF Norwegian Node) (to JB).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: 3D Atlas of the Pituitary Gland of the Model Fish Medaka (Oryzias latipes)
**Source:** Front Endocrinol (Lausanne). 2021 Aug 23;12:719843. doi: 10.3389/fendo.2021.719843

A

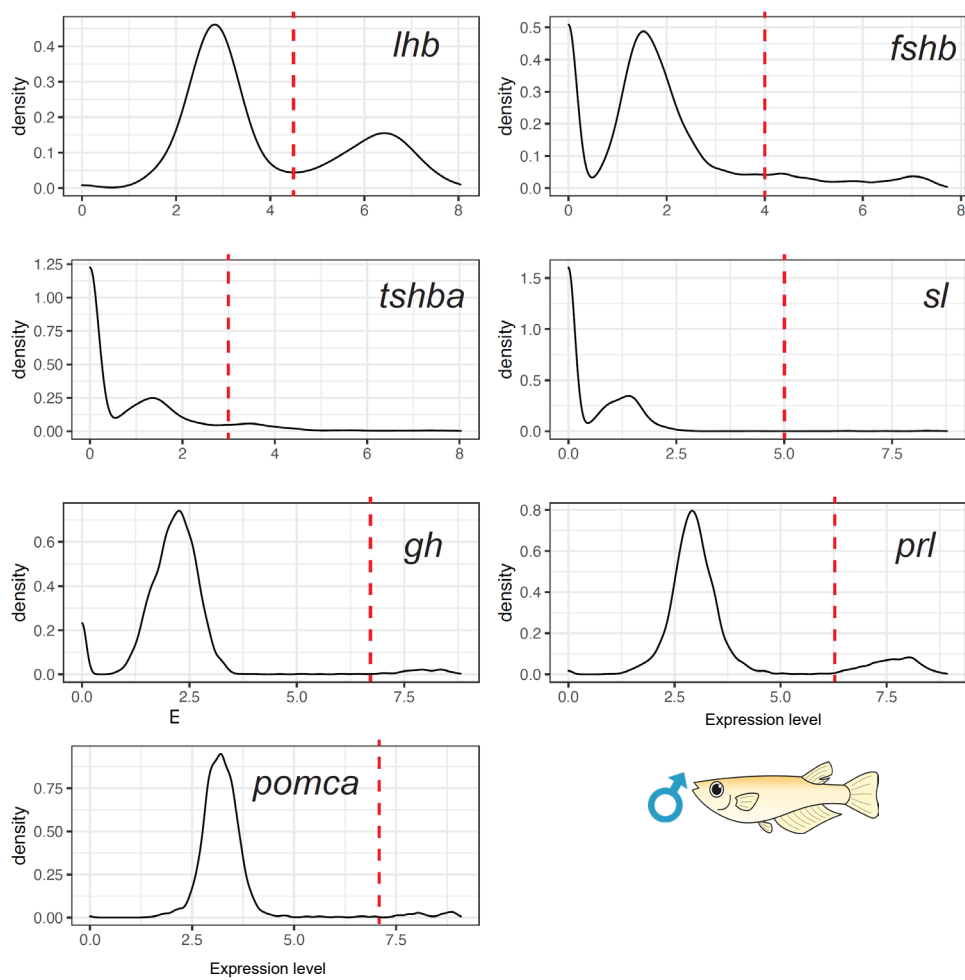

B

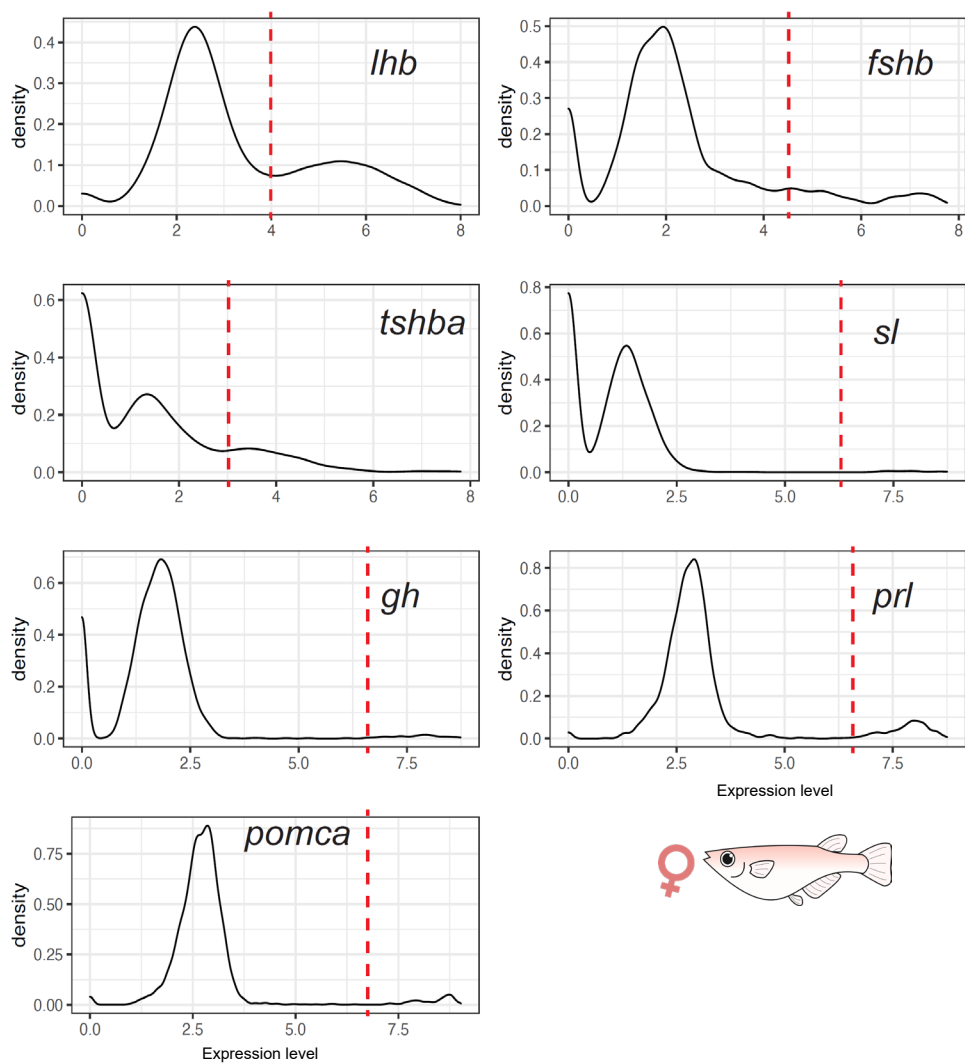

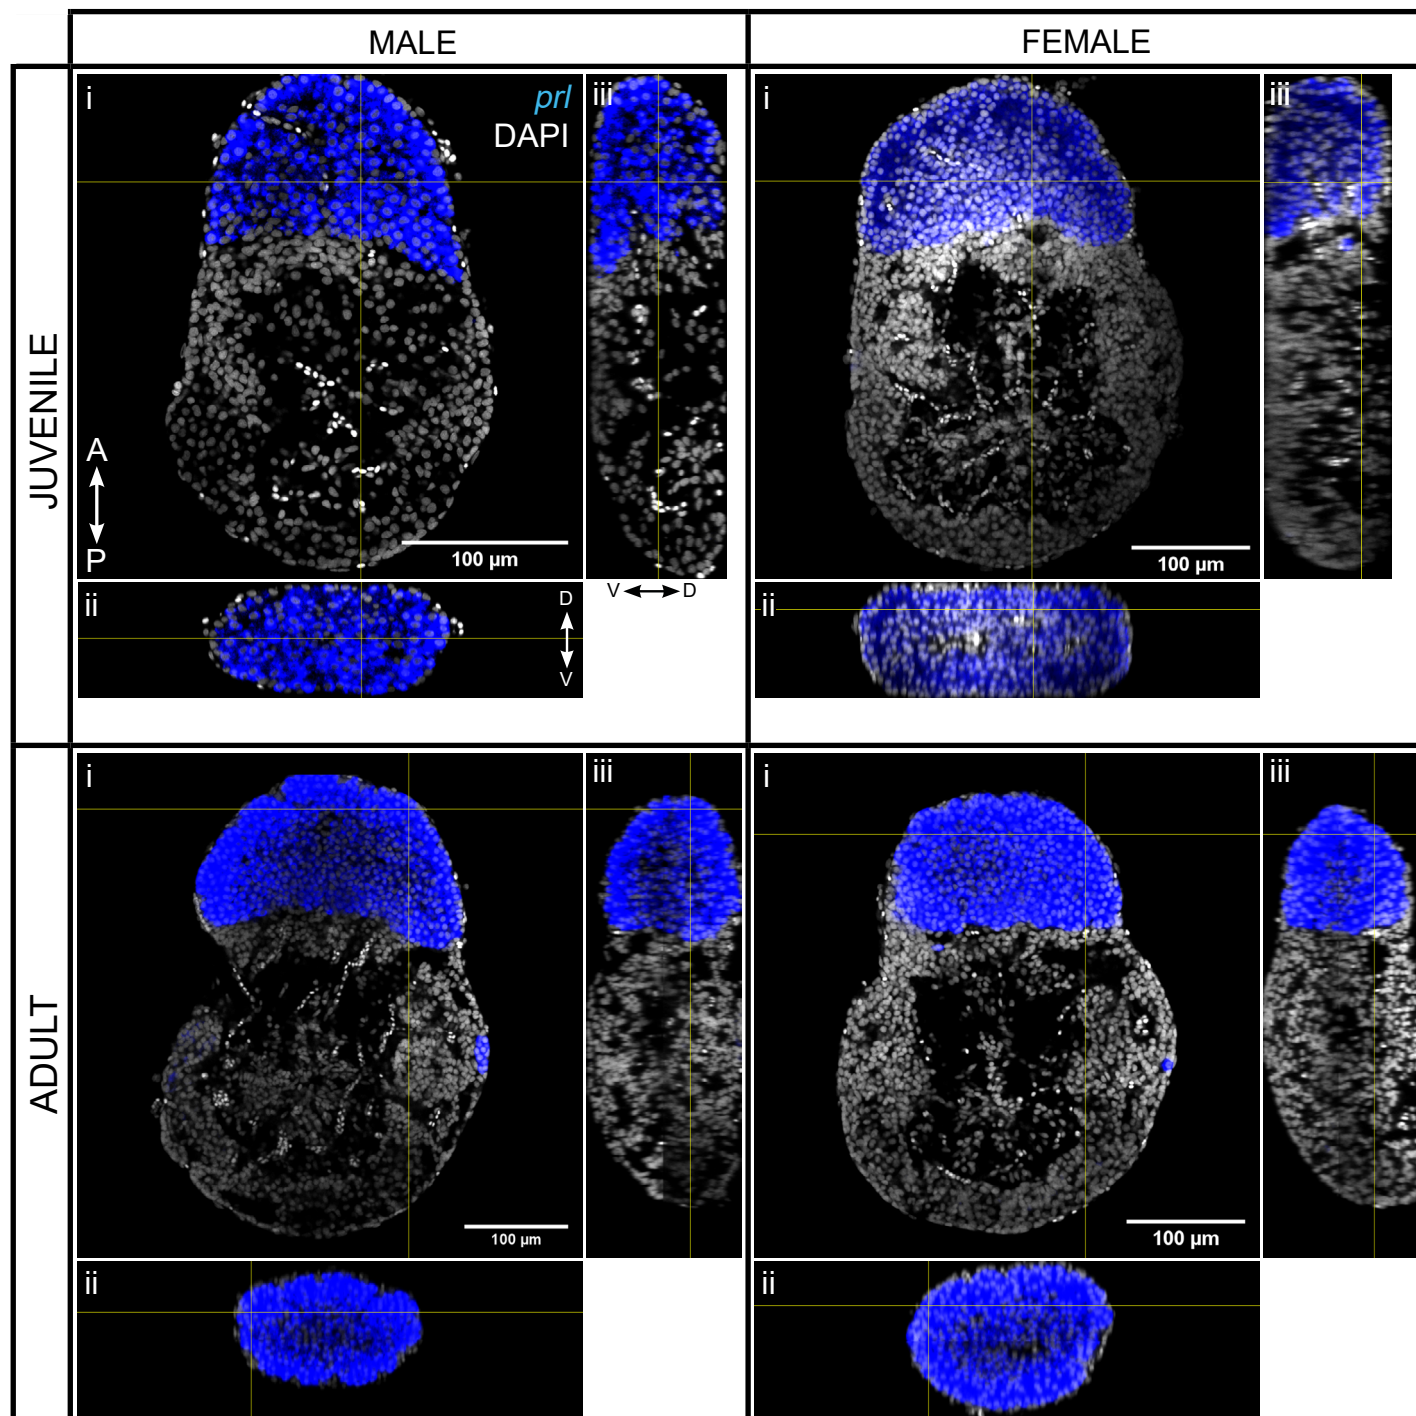

SUPP. FIG. 2

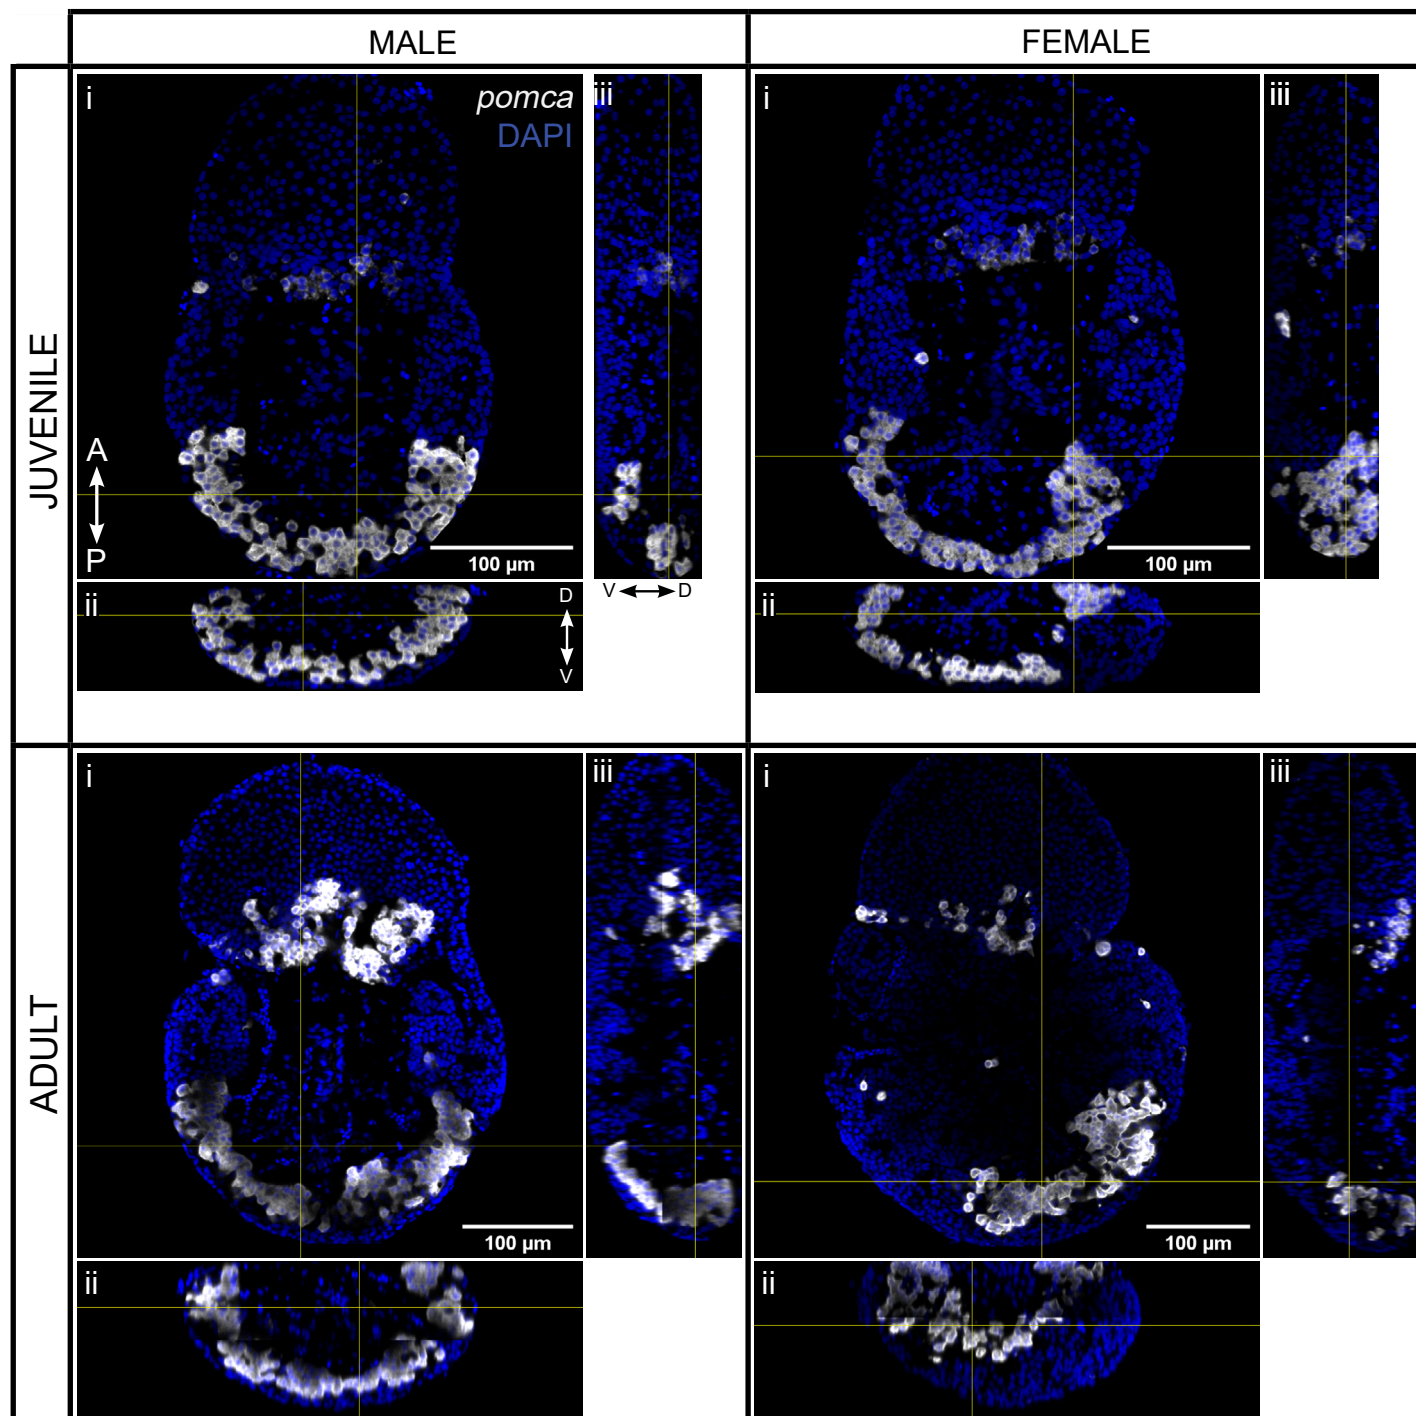

SUPP. FIG. 3

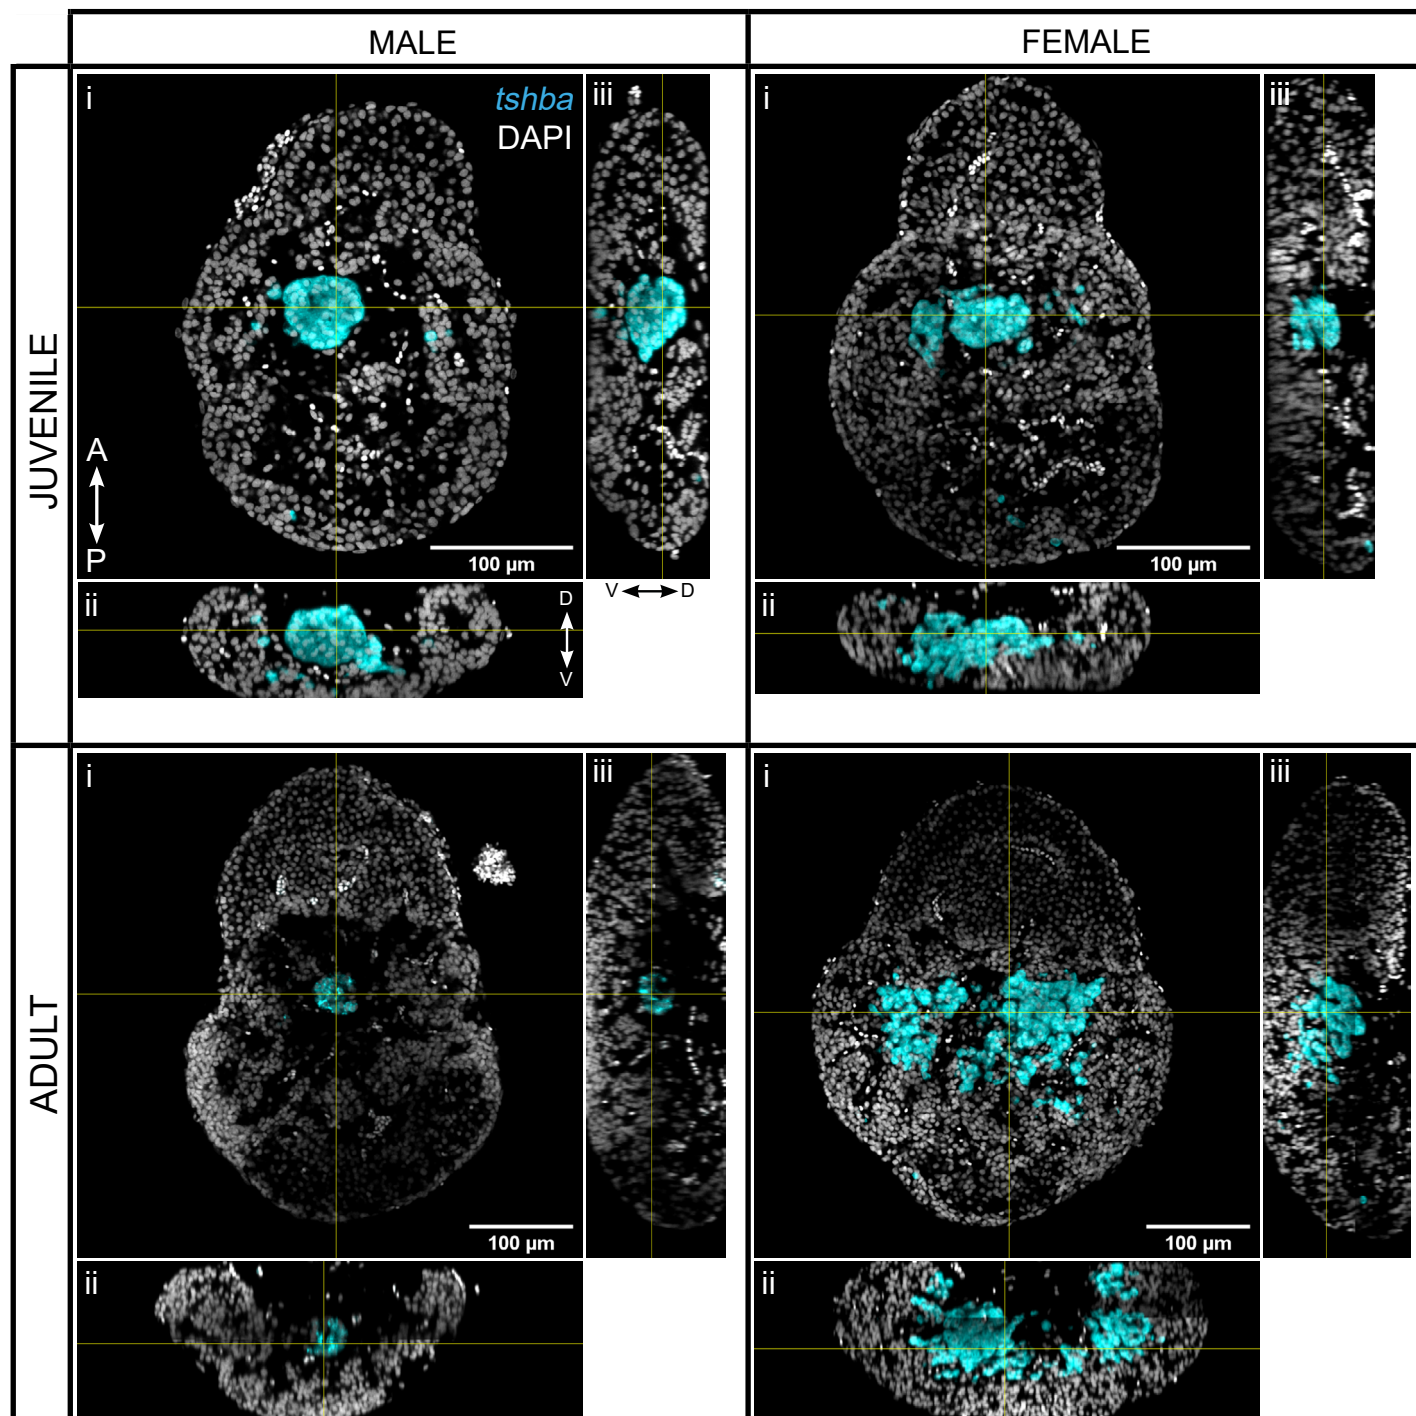

SUPP. FIG. 4

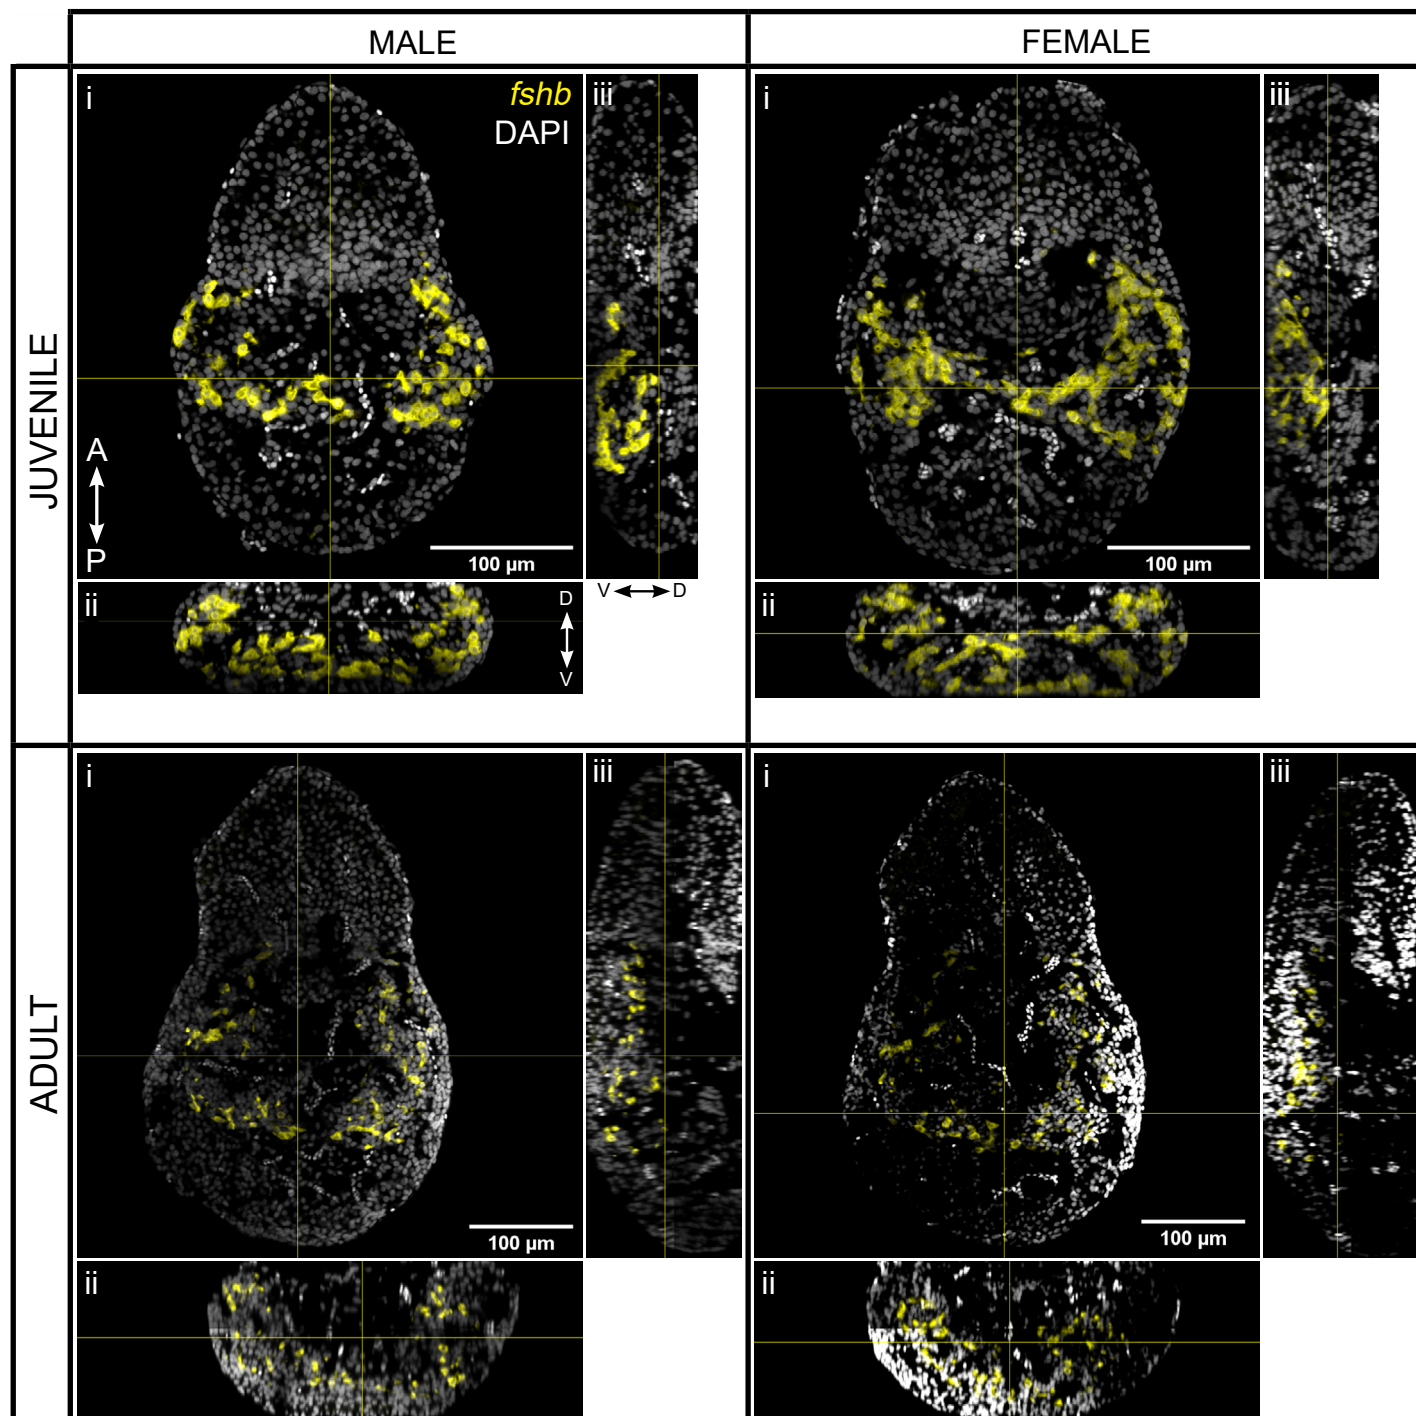

SUPP. FIG. 5

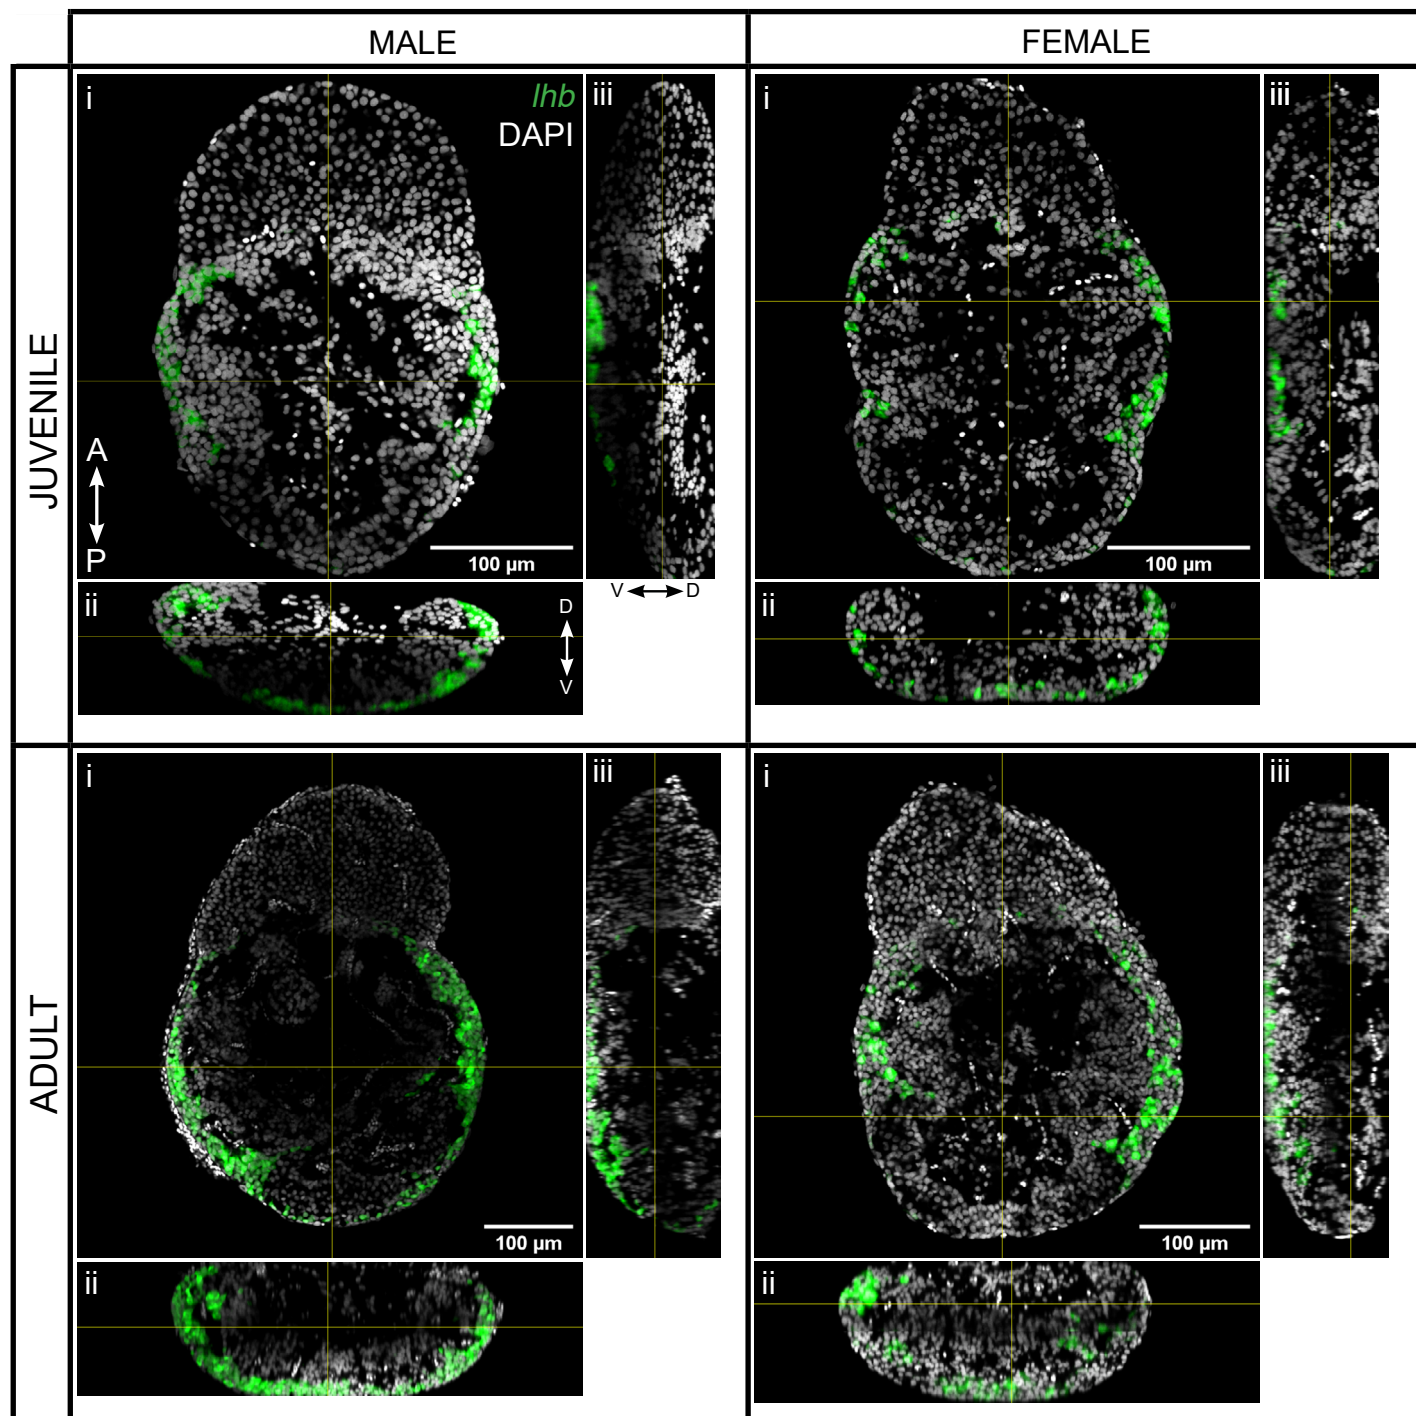

SUPP. FIG. 6

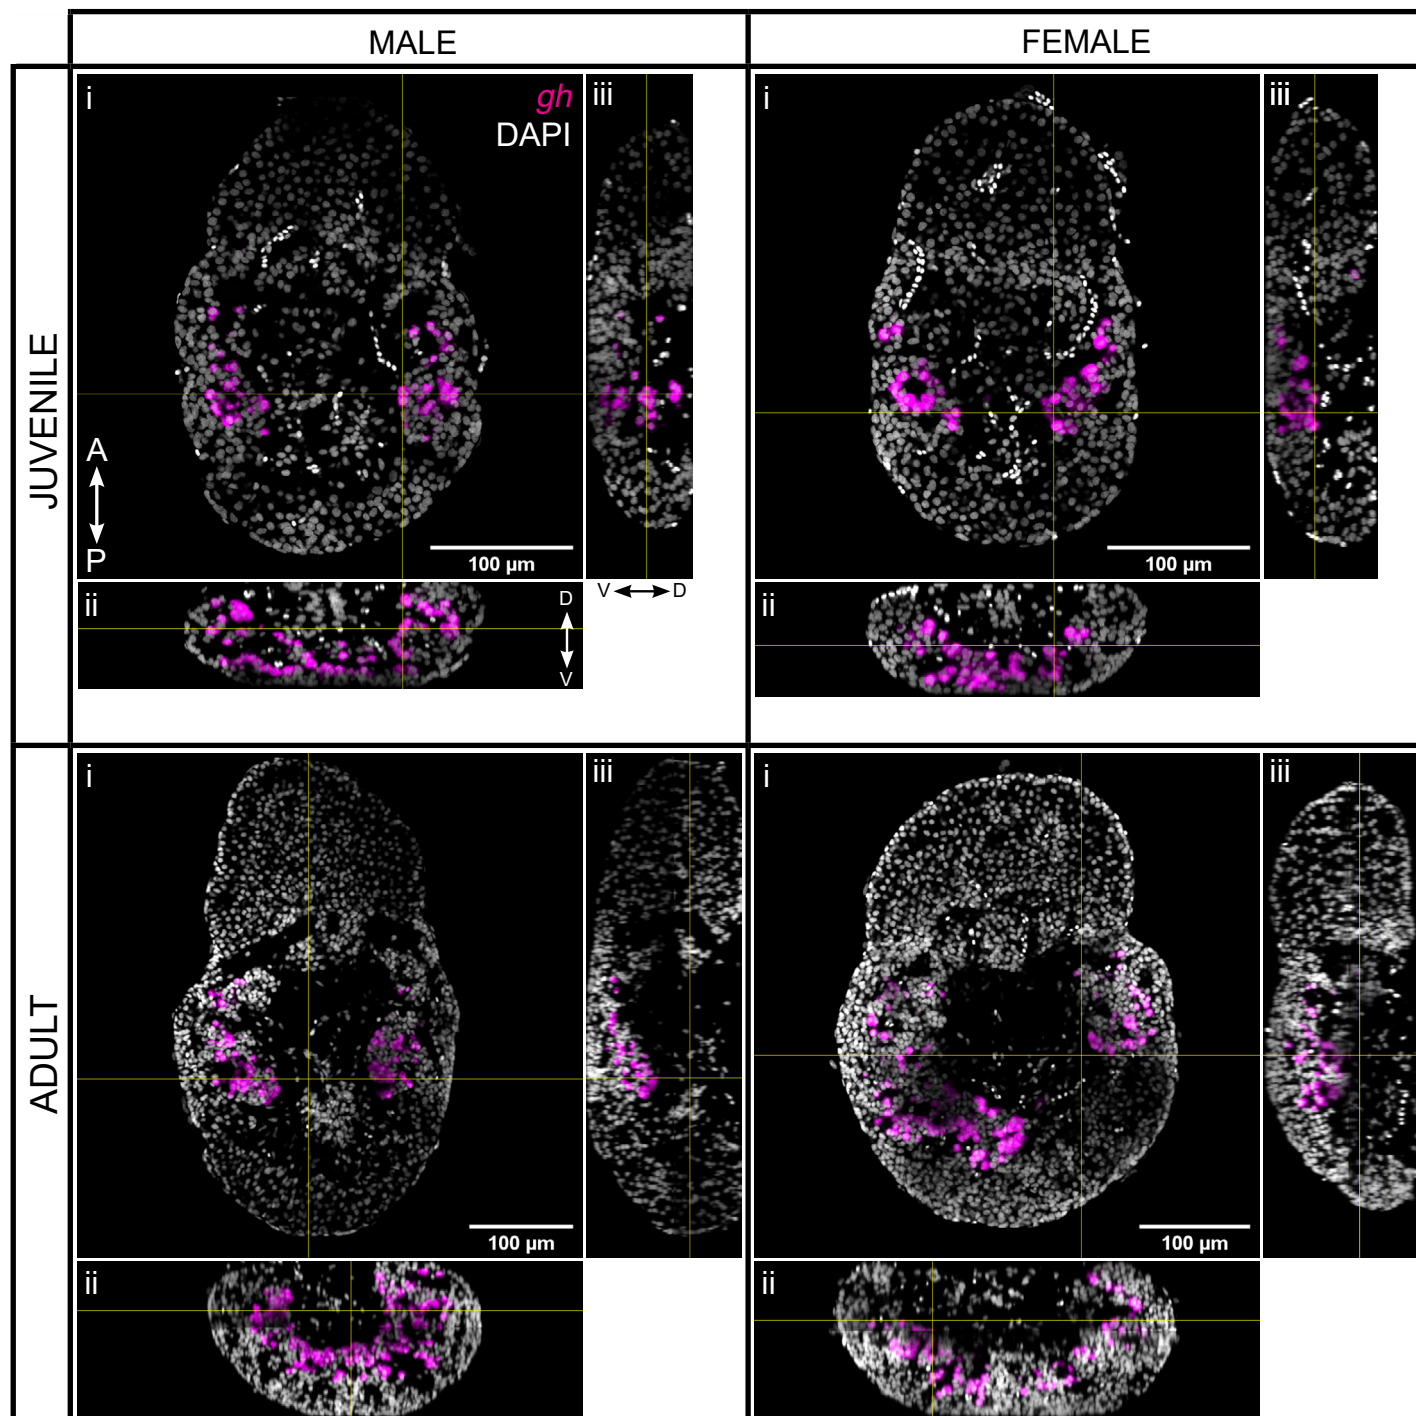

SUPP. FIG. 7

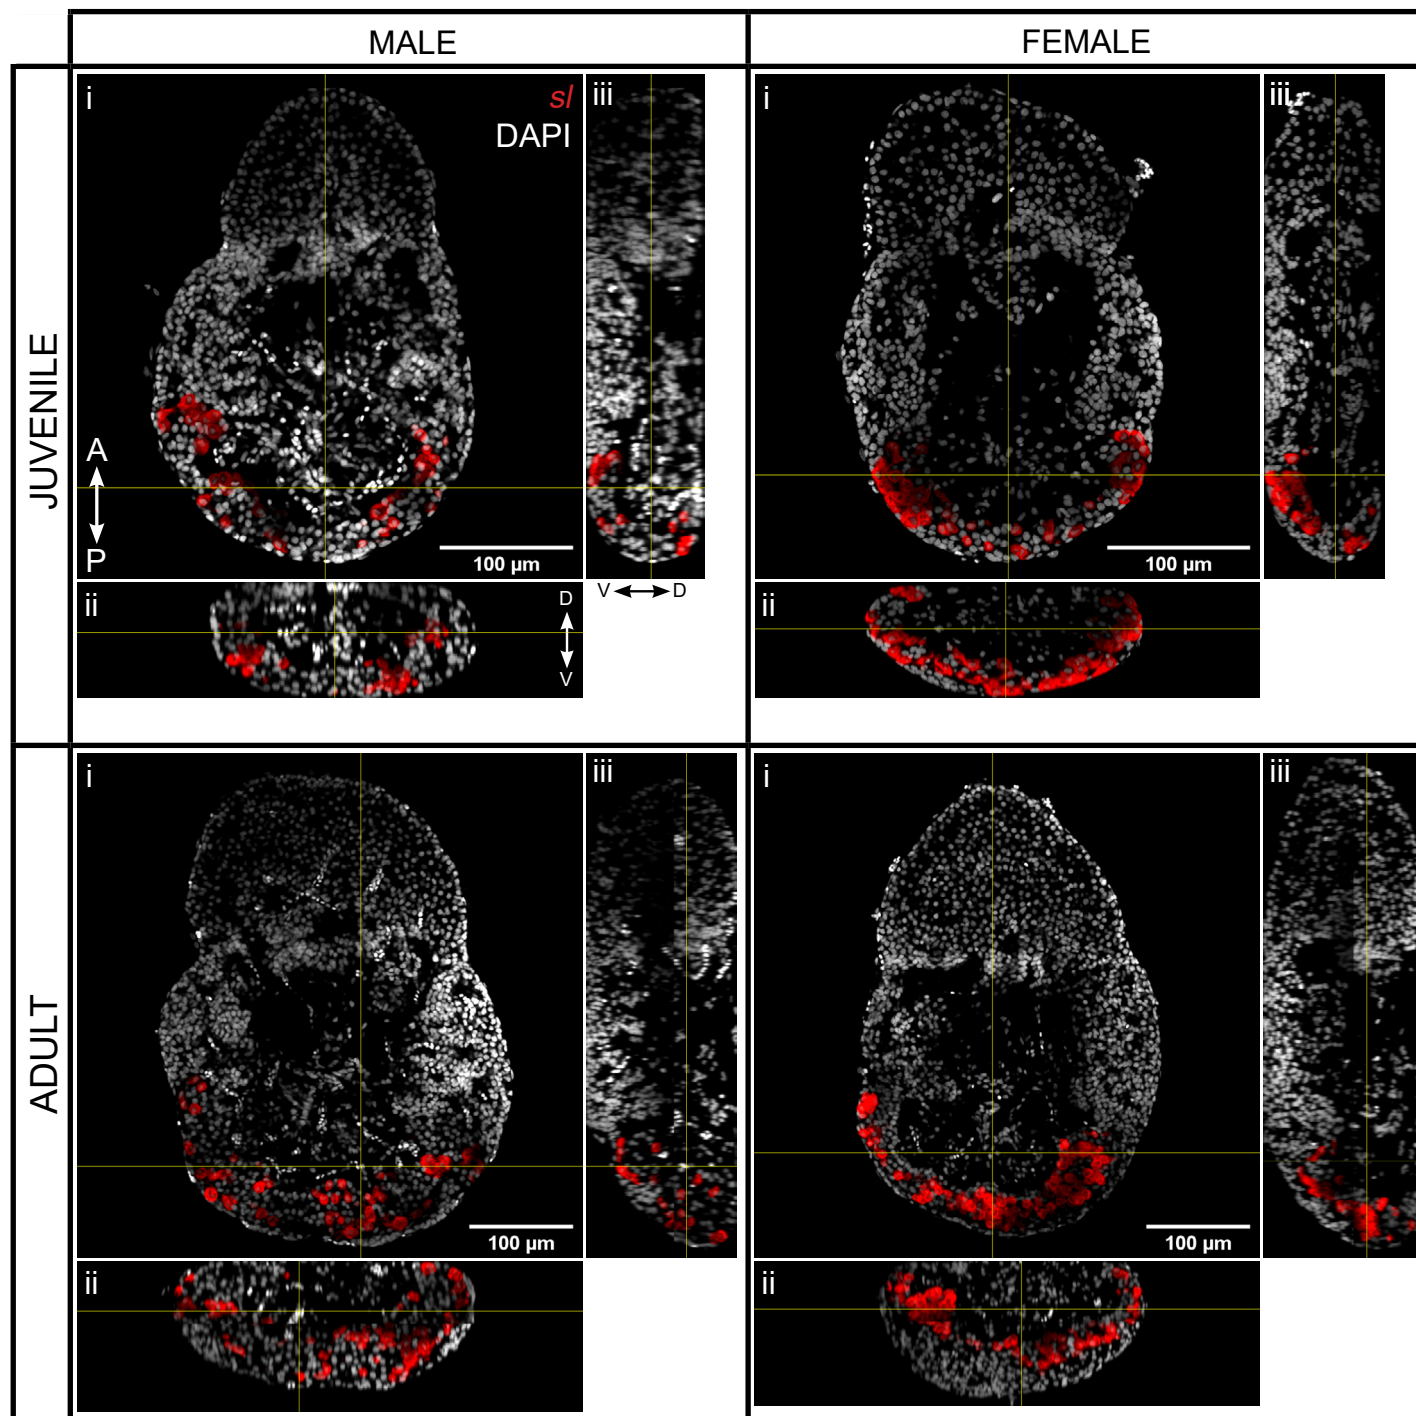

SUPP. FIG. 8

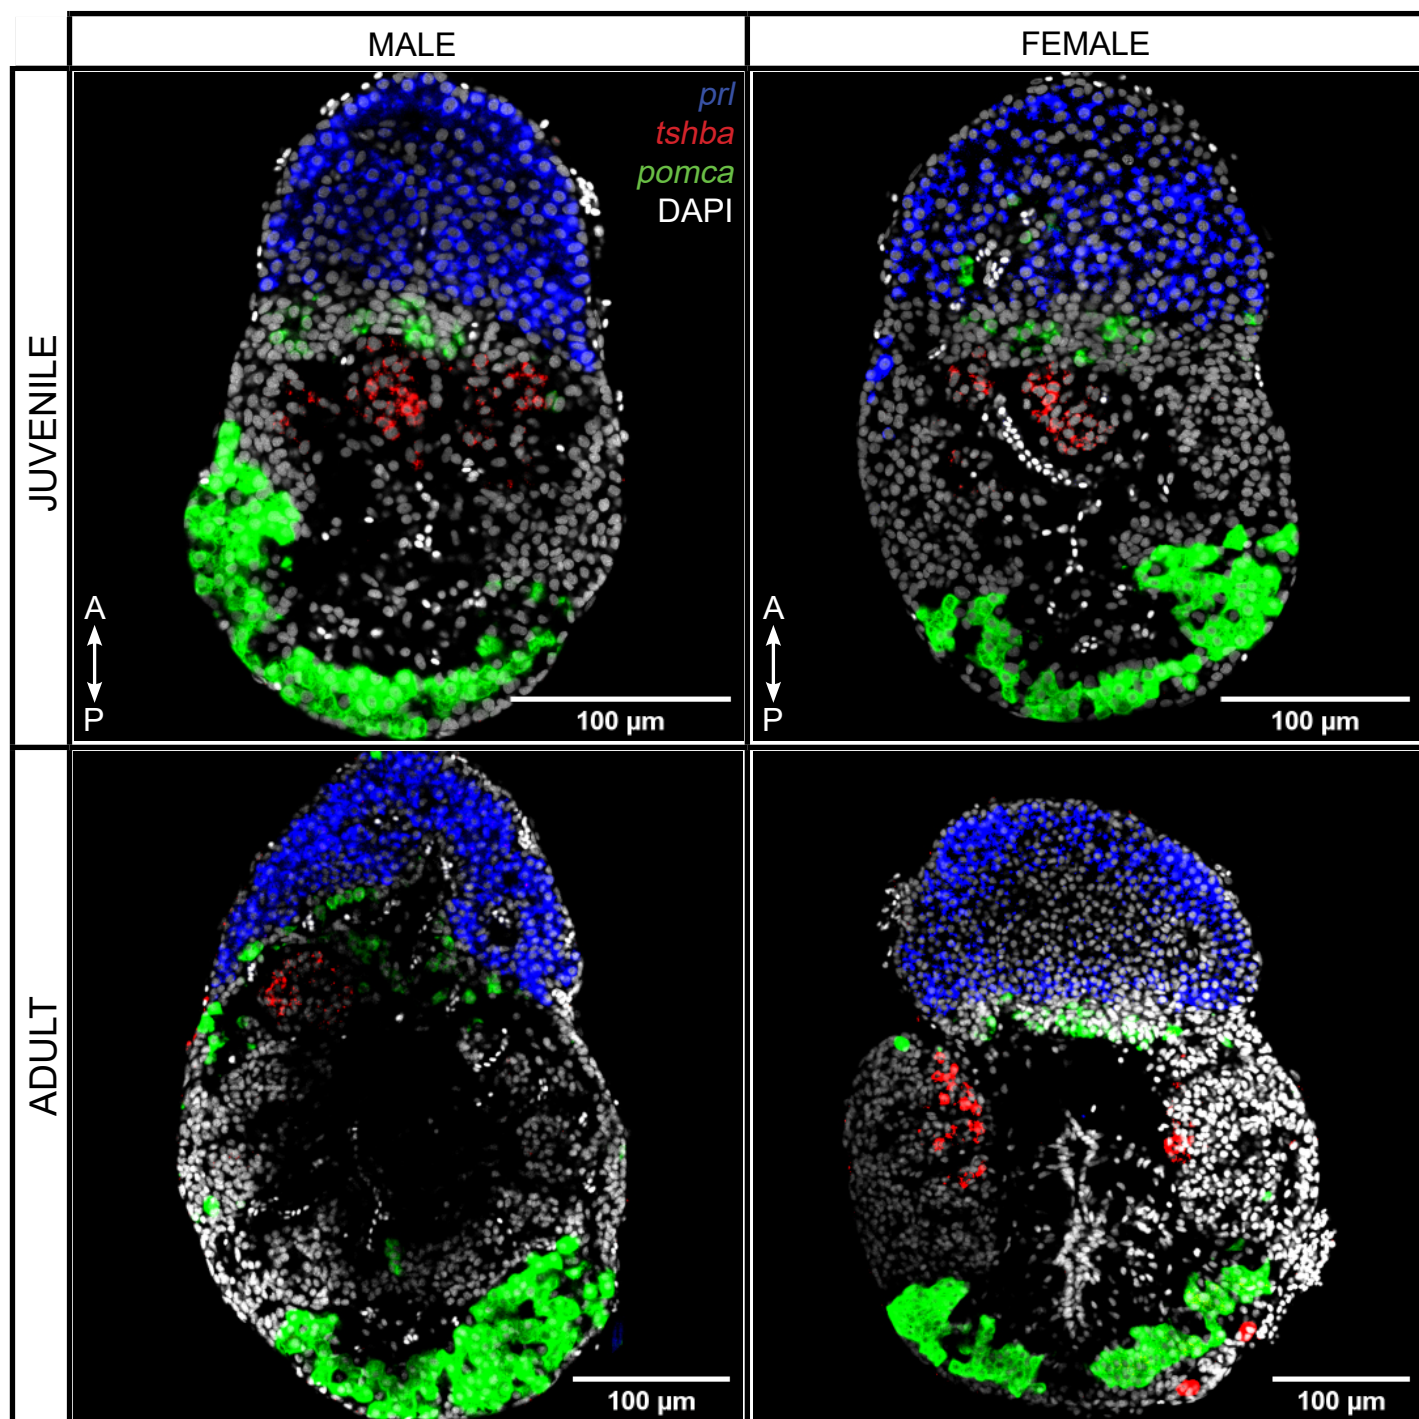

SUPP. FIG. 9

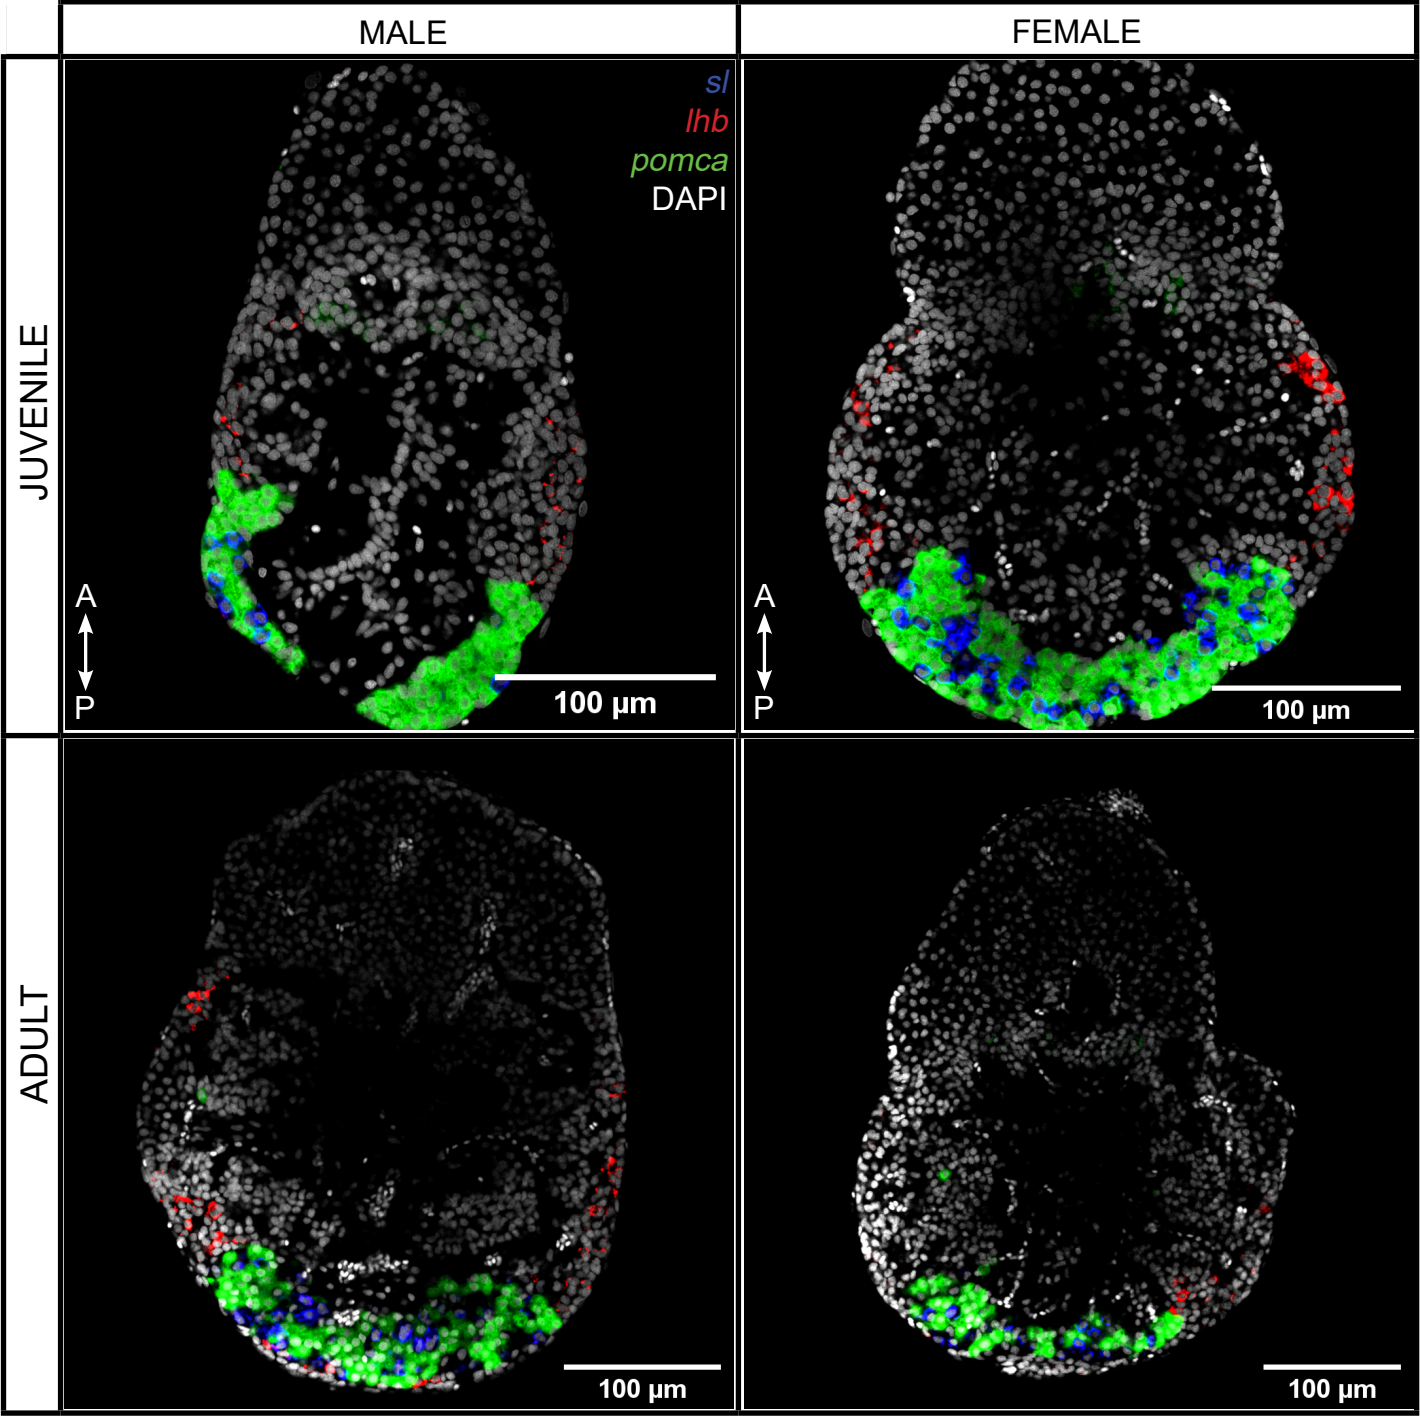

SUPP. FIG. 10

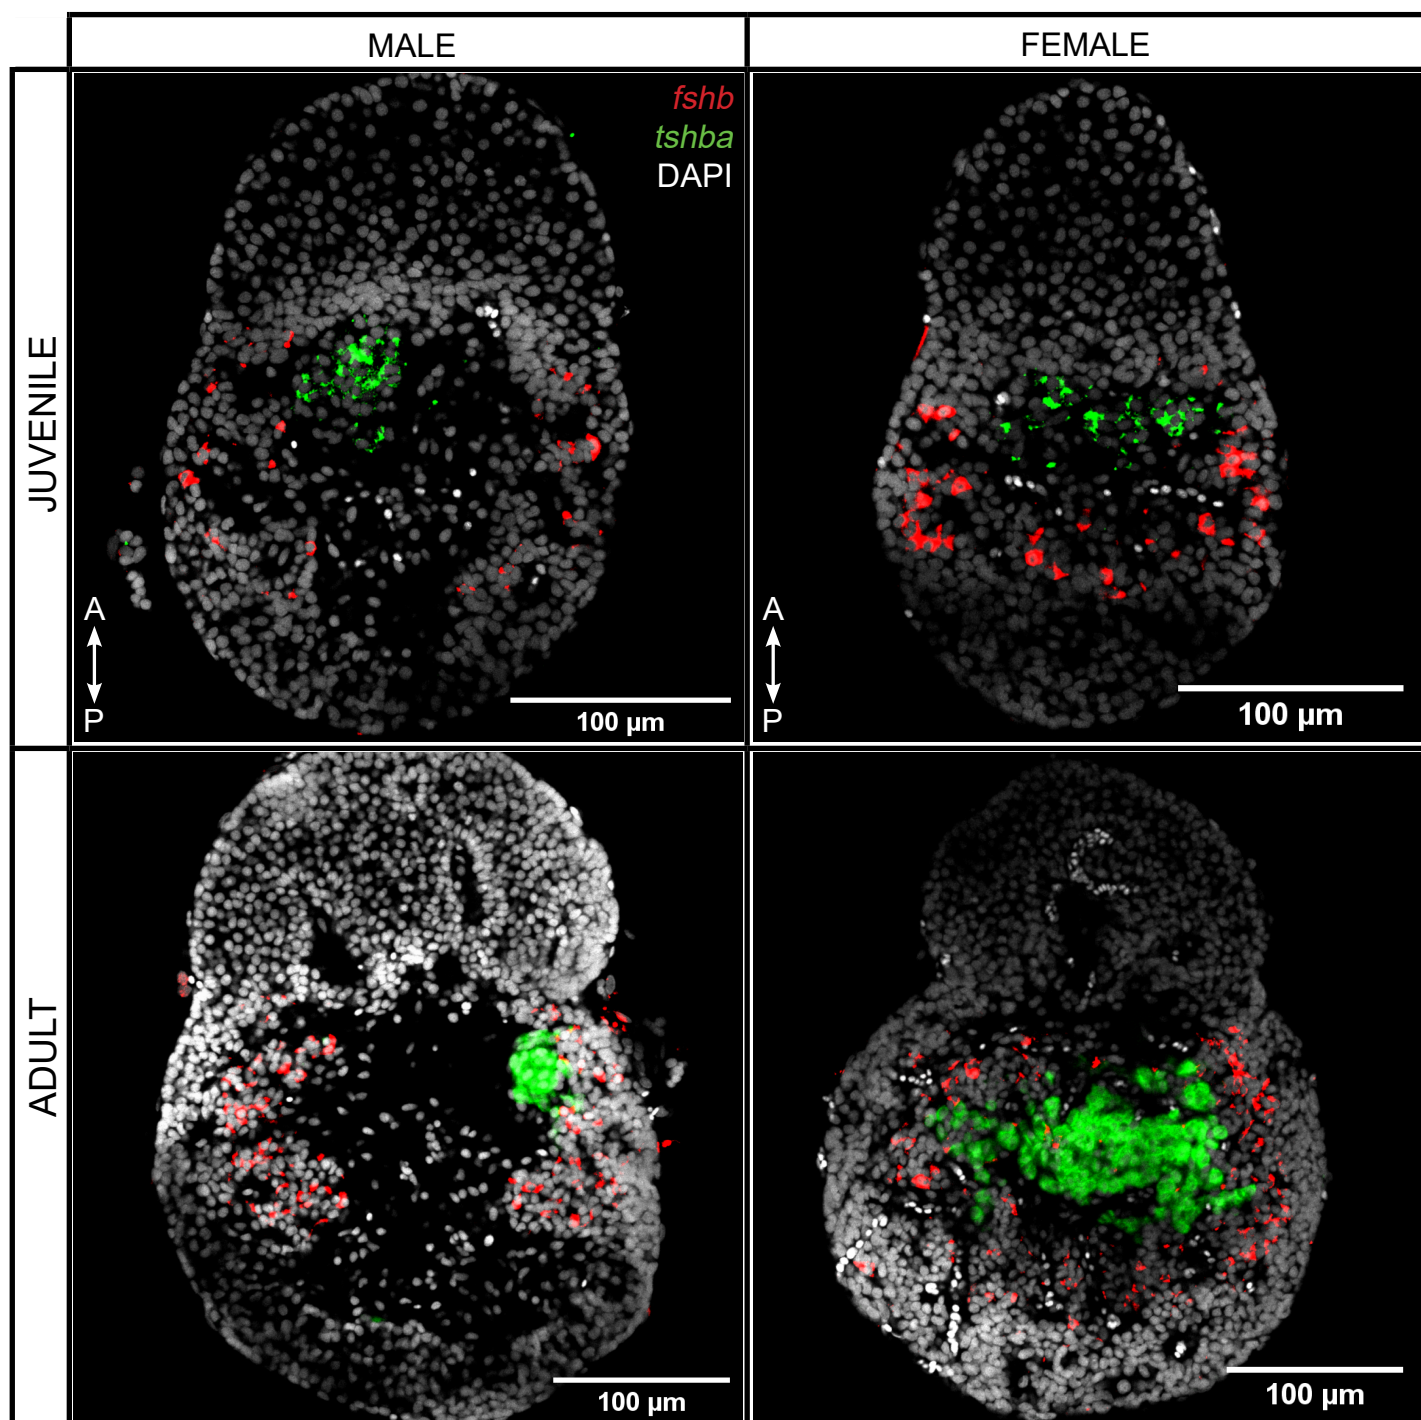

SUPP. FIG. 11

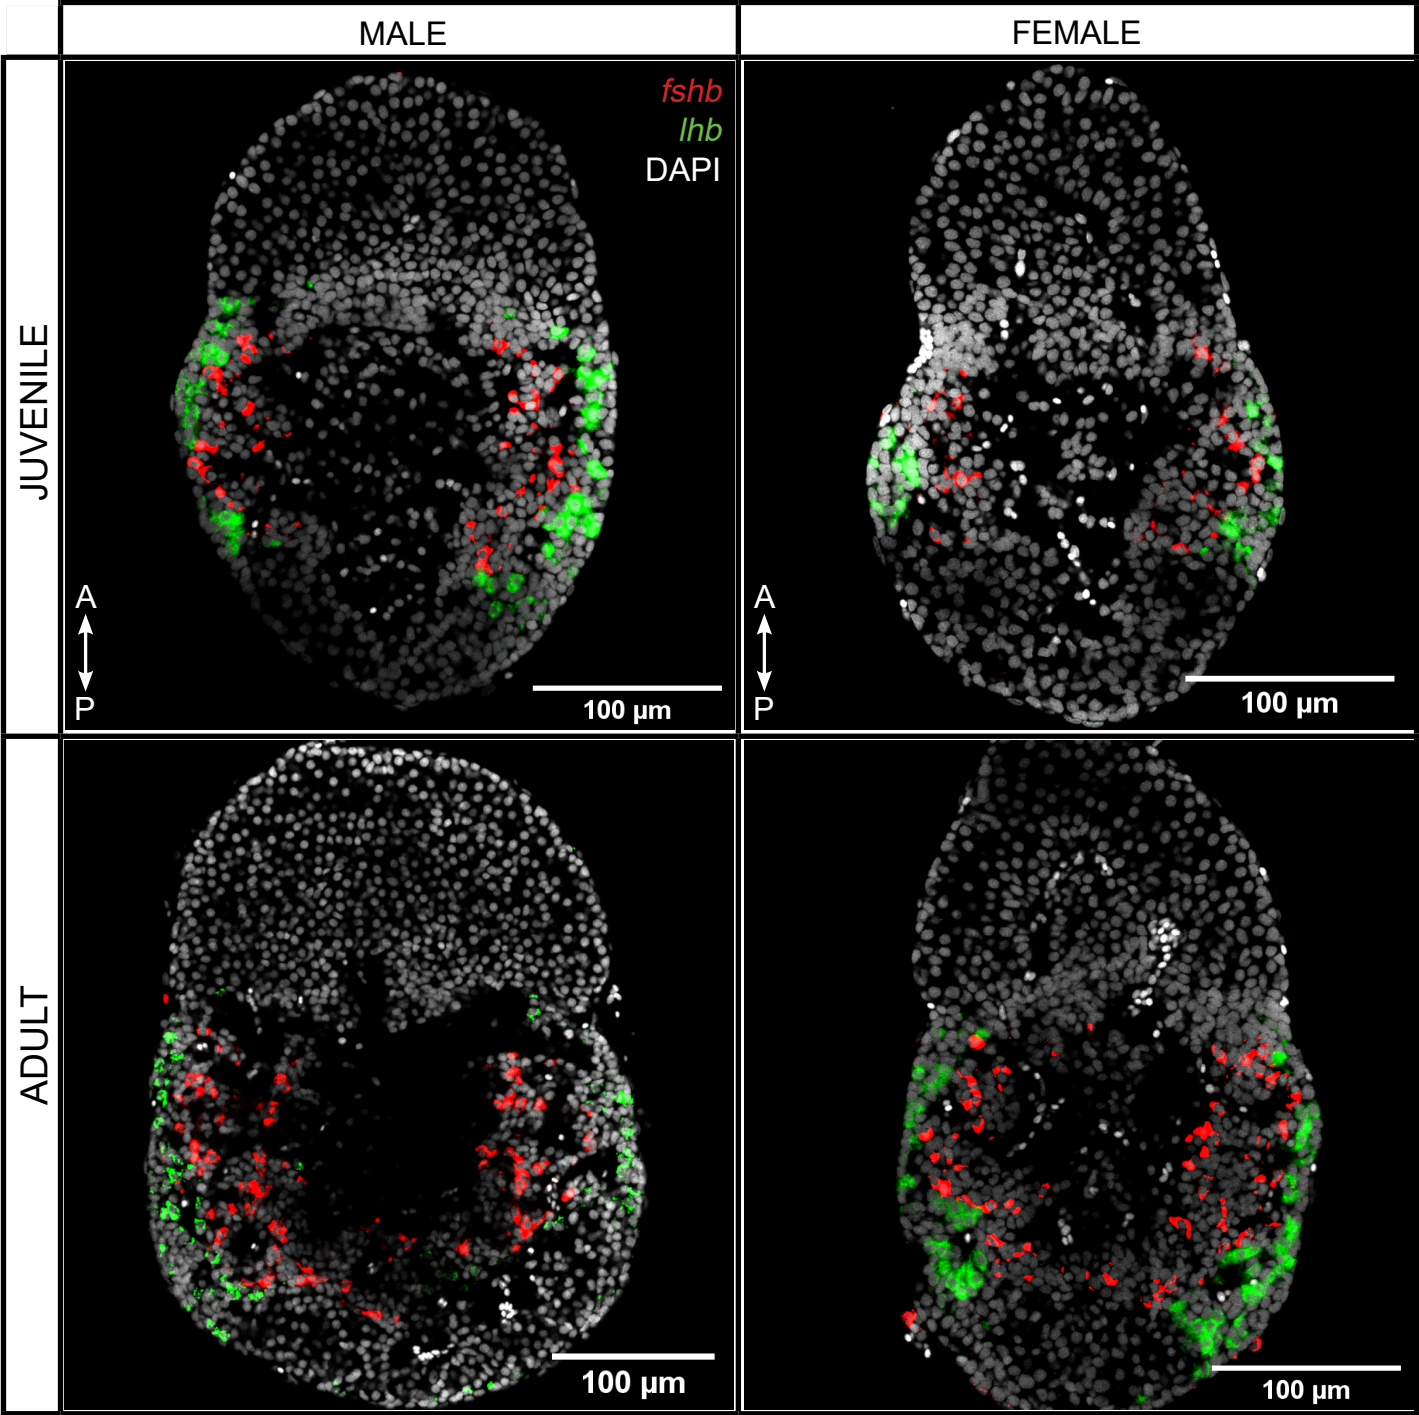

SUPP. FIG. 12

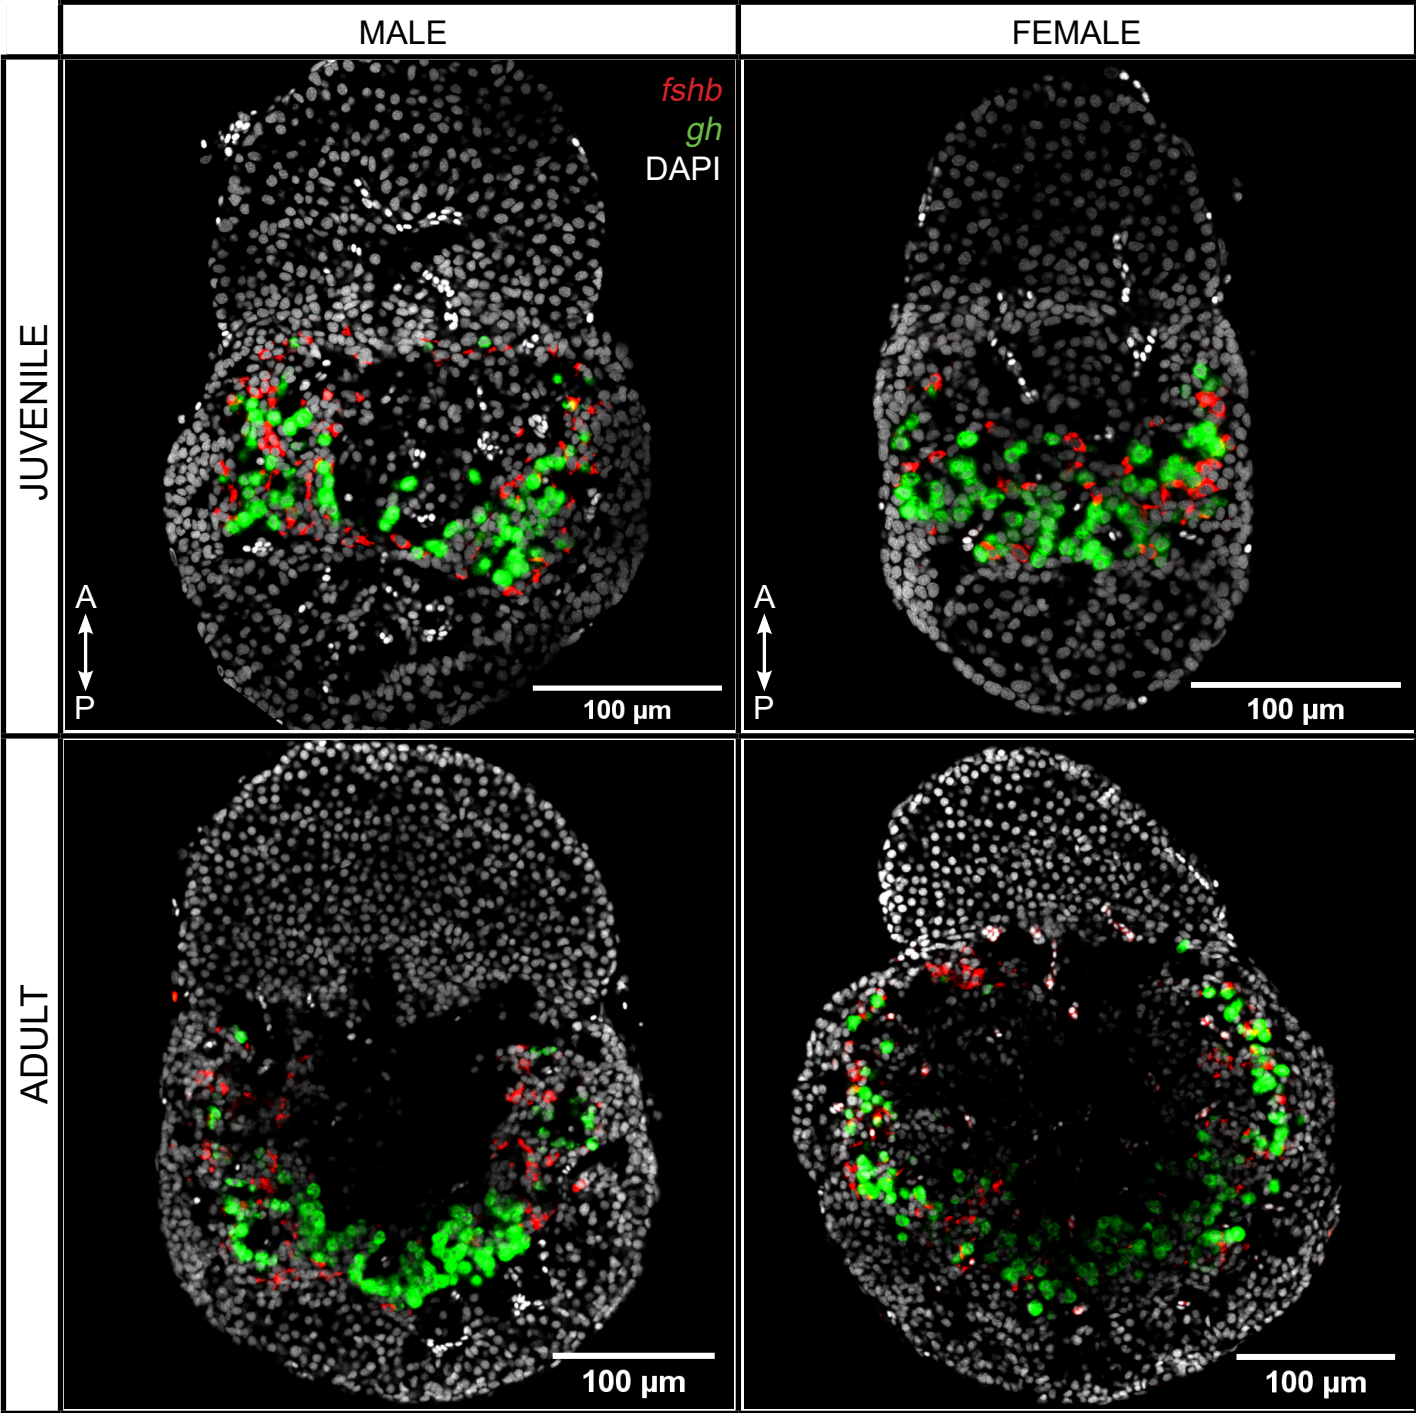

SUPP. FIG. 13

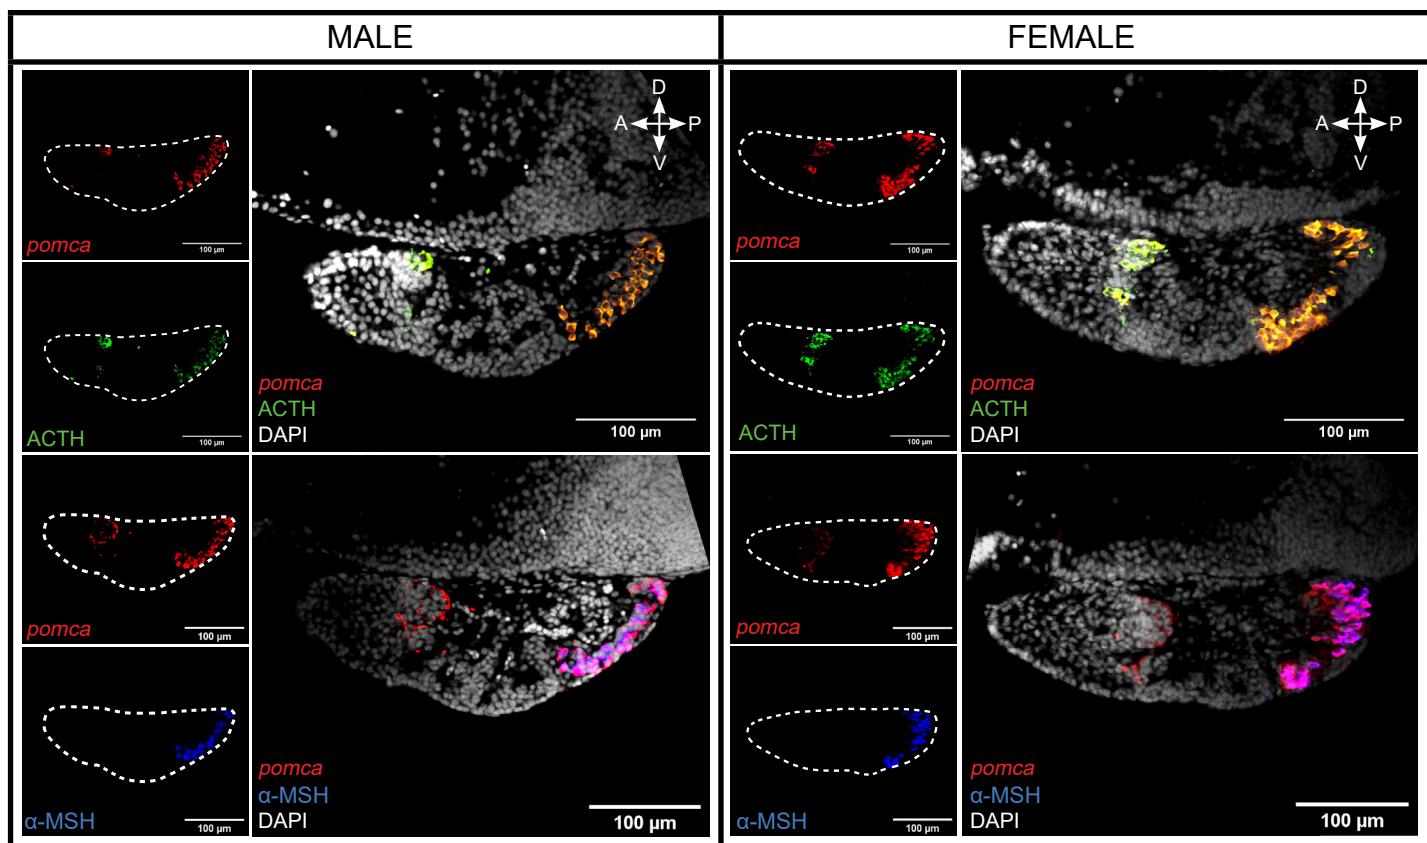

SUPP. FIG. 14

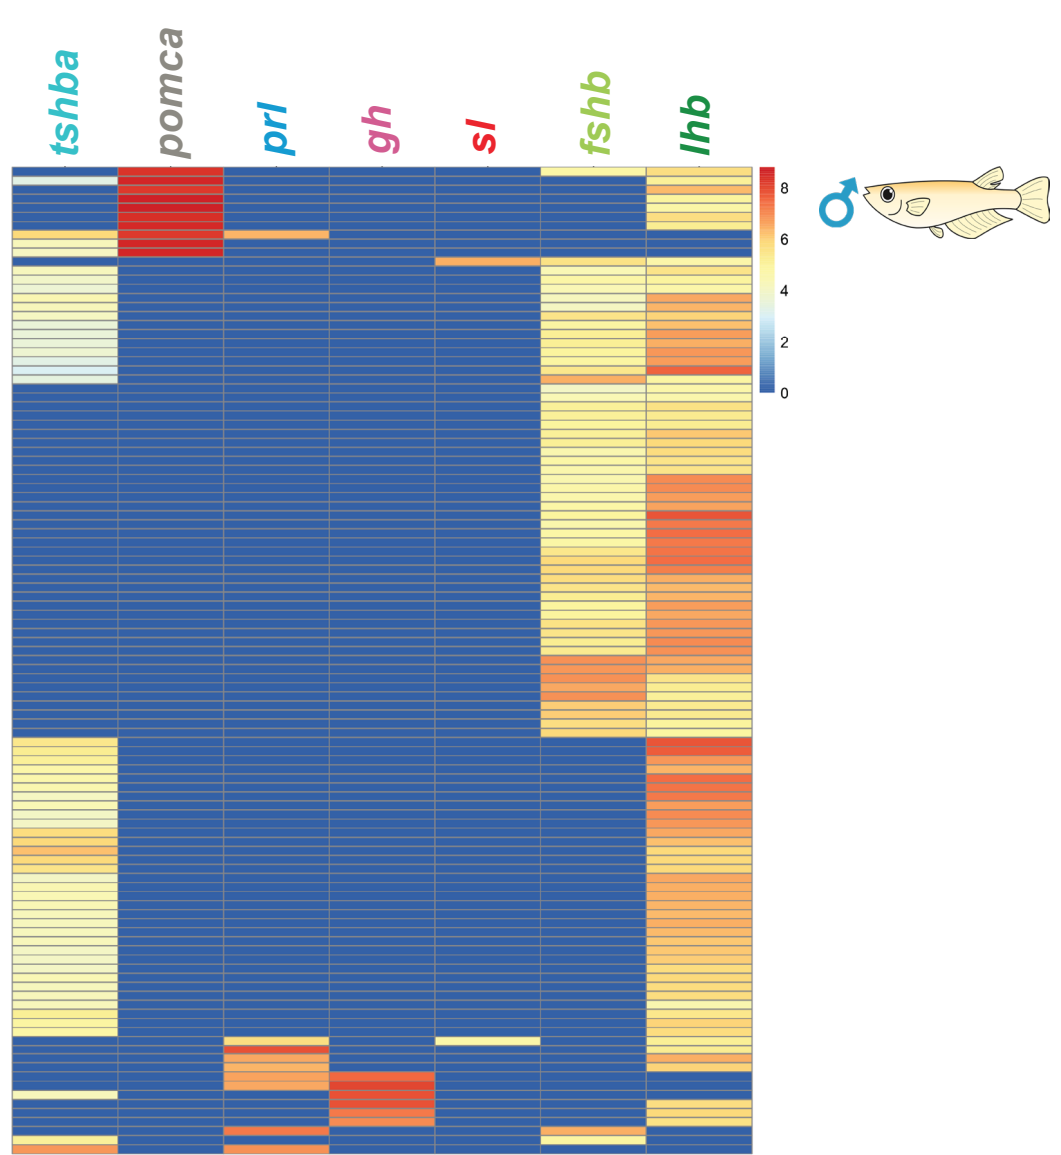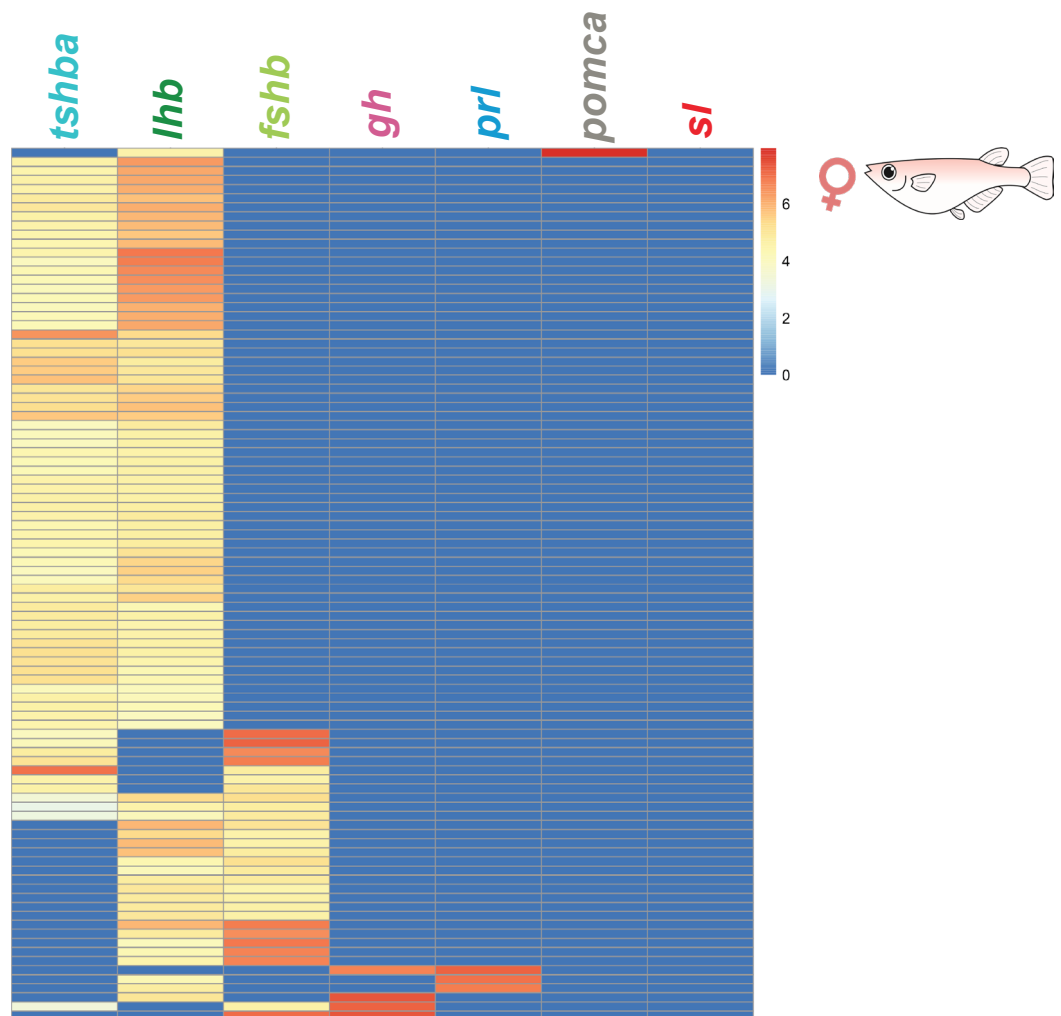

**Supplement:** Supplementary Figure 1 — Density plots of seven hormone-encoding genes in the pituitary of adult male (A) and female (B) medaka. Red line represents a cut-off to differentiate between the cells with high gene expression (considered as endocrine cells) and low gene expression (considered as background and non-endocrine cells). X-axis represents the expression level on a logarithmic scale.

# Supplementary material for: 3D Atlas of the Pituitary Gland of the Model Fish Medaka (Oryzias latipes)
**Source:** Front Endocrinol (Lausanne). 2021 Aug 23;12:719843. doi: 10.3389/fendo.2021.719843
**Supplement:** Supplementary Table 1 — Percentage of cells expressing two hormone-encoding genes in male and female pituitary scRNA-seq data. For instance, when looking at lhb- and fshb-expressing cells in males, we can observe that 72.6% of the cells express lhb but not fshb, 23.4% express fshb but not lhb while 4% express both fshb and lhb. The bi-hormonal lhb/fshb cells represent 1.79% of all pituitary cells. Empty spaces mean that no bi-hormonal cells were found.

| Gene investigated |              | Male |      |             | Female |      |             |
|-------------------|--------------|------|------|-------------|--------|------|-------------|
| (1)               | (2)          | (1)  | (2)  | Bi-hormonal | (1)    | (2)  | Bi-hormonal |
| <i>lhb</i>        | <i>fshb</i>  | 72.6 | 23.4 | 4.0 (1.79)  | 74.0   | 23.9 | 2.1 (0.86)  |
| <i>lhb</i>        | <i>tshba</i> | 88.2 | 8.5  | 3.3 (1.20)  | 75.9   | 16.7 | 7.4 (2.84)  |
| <i>lhb</i>        | <i>sl</i>    | 98.6 | 1.3  | 0.1 (0.03)  |        |      |             |
| <i>lhb</i>        | <i>prl</i>   | 72.0 | 27.0 | 1.0 (0.49)  | 77.5   | 22.3 | 0.2 (0.09)  |
| <i>lhb</i>        | <i>gh</i>    | 91.8 | 7.8  | 0.4 (0.12)  | 93.8   | 6.0  | 0.2 (0.05)  |
| <i>lhb</i>        | <i>pomca</i> | 90.7 | 8.4  | 0.9 (0.34)  | 89.6   | 10.3 | 0.1 (0.05)  |
| <i>fshb</i>       | <i>tshba</i> | 76.6 | 23.0 | 0.4 (0.06)  | 58.3   | 39.8 | 1.9 (0.32)  |
| <i>fshb</i>       | <i>sl</i>    | 95.8 | 3.9  | 0.3 (0.03)  |        |      |             |
| <i>fshb</i>       | <i>prl</i>   | 46.1 | 53.6 | 0.3 (0.06)  |        |      |             |
| <i>fshb</i>       | <i>gh</i>    |      |      |             | 82.7   | 16.5 | 0.8 (0.09)  |
| <i>fshb</i>       | <i>pomc</i>  | 77.5 | 22.0 | 0.5 (0.06)  |        |      |             |
| <i>tshba</i>      | <i>sl</i>    |      |      |             |        |      |             |
| <i>tshba</i>      | <i>prl</i>   | 20.4 | 79.2 | 0.4 (0.06)  |        |      |             |
| <i>tshba</i>      | <i>gh</i>    | 52.8 | 46.7 | 0.5 (0.03)  |        |      |             |
| <i>tshba</i>      | <i>pomca</i> | 50.5 | 48.0 | 1.5 (0.09)  |        |      |             |
| <i>sl</i>         | <i>prl</i>   |      |      |             |        |      |             |
| <i>sl</i>         | <i>gh</i>    |      |      |             |        |      |             |
| <i>sl</i>         | <i>pomca</i> |      |      |             |        |      |             |
| <i>prl</i>        | <i>gh</i>    | 81.1 | 18.5 | 0.4 (0.06)  | 81.4   | 18.2 | 0.4 (0.05)  |
| <i>prl</i>        | <i>pomca</i> | 80.1 | 19.7 | 0.2 (0.03)  |        |      |             |
| <i>gh</i>         | <i>pomca</i> |      |      |             |        |      |             |

How the deposited data were processed for this re-analysis (not part of the article)

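The data are scRNA-seq of dissociated pituitaries of adult medaka, 1 pooled library of 24 females and 1 of 23 males, made with the 10x Chromium Single Cell 3′ kit, version 2. According to the sample labels the fish carried GFP under the *lhb* promoter and were about 8 months old. The authors deposited, for each library, a matrix of raw UMI counts per gene and cell, tables of UMI counts from exons, from introns and from reads that span both, a table with the total UMI count, the cluster and the cell type of each cell, and a table of marker genes. The paper states that the cells with the highest doublet scores were removed before these files were made. The aligner, the genome build and the annotation are not given in the sources used here, and no coordinates are given for that reason. The per-cell sums of the matrix equal the deposited total UMI count in every cell. In every gene, the matrix holds at least the sum of the exon and spanning counts.

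The unit used is the raw UMI count as the authors deposited it. In each cell, the UMIs of a gene were divided by the total UMI count, multiplied by 10000, and transformed as the natural log of 1 plus that value. The scale was checked on the authors' deposited marker table of the male library, whose mean score per cluster equals the mean UMIs per 10000 in 80 of 80 entries, within a tolerance of 1e-04. These signal values were made by the authors before deposit, as means over the cells of a cluster, and were used here only for this check. The adjusted p-values in the same table are from the authors' marker test as deposited, which takes cells as replicates and is not named, and were not used. The paper gives the axes of its plots as log normalized without naming the function. Genes are identified by the Ensembl identifiers of Table 1 of the paper, and *cga*, *nr5a1b* and *tph1* by the authors' deposited marker table. The genes *gata2* and *pou1f1* were not analysed here, since no table used here pairs their names with identifiers of the matrix.

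Cell types are those of the deposited annotation. In males 1 cell, whose type is spelled with an additional letter, was joined with the Lh gonadotropes of its cluster. Red blood cells were left out, except where stated. A cell was counted as expressing a hormone-encoding gene when its level was above the cut-off for the gene and sex, which was read by eye from the red lines of Supplementary Figure 1 before the data were examined, together with the choice of results, alternatives and genes named. The genes named are the 7 hormone-encoding genes and, where an identifier was at hand, *rpl7*, *cga* and the other genes the paper discusses. A multi-hormonal cell has 2 or more of the 7 genes above their cut-offs, which gives 21 pairs.

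Because each sex is 1 library, no test between the sexes was made, and cells were not treated as replicates. Shares are given with exact Clopper-Pearson 95% intervals and sums of UMIs with exact Poisson 95% intervals, which cover counting error only. For pairs and numbers of genes with a count of 0, the share that 3 counts would give is stated, which is close to a 1-sided 95% limit, with the upper limit of the exact 2-sided interval beside it. In the tests of free RNA, a count of 0 has the exact 2-sided limit only. The depth per cell limits the calls. The median was 4127 UMIs in females and 3832 in males, and 43 female and 27 male cells above the *tshba* cut-off had fewer than 10 UMIs of that gene.

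The 12 alternatives set at the same time shift every cut-off by 0.25 or 0.5 in either direction, place the cut-offs at the lowest point of the density, use the mean cut-off of both sexes, use exon counts, leave the hormone-encoding genes out of the total with density cut-offs, thin every cell to 2200 UMIs (187 female and 307 male cells were shallower and left out), keep red blood cells, leave out cells above the 95th percentile of total UMIs, or require at least 10 UMIs. Another 36 settings, 18 per sex, were tried after the first counts had been seen and with Supplementary Table 1 of the paper in view, in a search for cut-offs that give its pair counts. They place the *tshba* cut-off at 4 other positions, or the *fshb* and *lhb* cut-offs at 14 other combinations. The results given beside the paper's sentences keep the cut-offs read before the data were examined.

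The calling of multi-hormonal cells was tested on simulated data, in which 200 cells of each library were given levels 2 times those at the cut-offs. In both libraries 100% of them were recovered and 0 other cells were called. At levels this far above the cut-offs that outcome is fixed almost in advance, so the test shows only that the calling works as written and says nothing about cells near a cut-off. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The intron and spanning counts were used only for the check of the matrix.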

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

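The tests of free RNA in the GFP counts and of depth in red blood cells were chosen after the result was seen, and the test of GFP in bi-hormonal cells before, although the mean GFP levels of male clusters in the authors' table had been seen by then.

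The paper does not report on the GFP transcript, which has a row of its own in the deposited matrix. It took 4.63% of all UMIs in females and 7.95% in males. This drew attention as a signal in data the paper did not analyse, well above the limit that a count of 0 allows. If these counts were free RNA, cells with *lhb* alone and lactotropes would hold similar levels. The median GFP level was 47.1 times higher in cells with *lhb* alone than in lactotropes in females (1149 against 24.4 UMIs per 10000), and 40.4 times higher in males (1938 against 48), which argues against free RNA as the source in the cells with *lhb*. The line carries GFP under the *lhb* promoter, so GFP gives a second reading of that promoter in the bi-hormonal cells. Above the 99th percentile of lactotropes were 100% of the 142 cells with *lhb* and *tshba* in females and 100% of the 109 in males. The same held for 93.75% of the 16 cells with *lhb* and *fshb* in females and 100% of the 68 in males. By comparison, 98.7% and 99.9% of the cells with *lhb* alone were above it, and 35.3% and 34.2% of the cells with *fshb* alone. Of the cells with *tshba* alone, 73.3% in females and 58.8% in males were also above it, so that GFP was present in many cells whose *lhb* was below the cut-off. Of the cells with *fshb* and *tshba*, 55.6% of 18 in females and 61.5% of 13 in males were above it, with intervals (30.8 to 78.5% and 31.6 to 86.1%) that overlap those of *tshba* alone (65.8 to 79.9% and 49.4 to 67.8%). The values of the *lhb*-*tshba* and *lhb*-*fshb* cells are consistent with an active *lhb* promoter in them. A joined pair of cells with one *lhb* cell in it would also be above the percentile, and the higher share in males is confounded with the library.

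Red blood cells, which the paper left out, had at least 1 hormone-encoding gene above its cut-off in 45 of 371 cells in females and in 68 of 559 in males. This was noted as a signal in cells the paper did not analyse. Their median depth was 518 UMIs in females and 503 in males. Of 48 calls in females, 91.7% rested on fewer than 10 UMIs, as did 93.4% of 76 calls in males, and the other 4 and 5 calls on 10 or more. All calls but 1, of *pomca* in a male cell, were of *lhb*, *fshb* or *tshba*. At this depth a few UMIs pass the cut-offs of these genes whether they are free RNA or the cell's own, so these numbers do not decide between them, and the source stays open for all calls. No biological explanation was tested.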

How the results depend on the processing

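The 36 settings that place single cut-offs elsewhere were chosen after seeing the data and the paper's Supplementary Table 1, and the cause was not tested for any change given here beyond the position of the cut-off itself. Shares are percents of the cells, and a share is given where it left the 95% interval of the main value. The values with the cut-offs as read were 8.51% multi-hormonal cells in females and 7.09% in males. They stayed within their intervals in both sexes with the same cut-offs in both sexes (8.19% and 6.84%), exon counts (8.73% and 7.70%), thinned cells (8.36% and 7.32%), red blood cells kept (7.41% and 6.23%) and at least 10 UMIs required (8.01% and 6.93%). The number of cell types with intervals apart was 6 to 8 under the 3 alternatives set for it, and 5 when only cells above the cut-off of their type's own gene were counted, as chosen after seeing the data. The ratios of total UMIs in cells with 2 genes stayed within the quartiles of the values as reported when every cut-off was raised or lowered by 0.5. No female cell had more than 3 genes under any of the 12 alternatives. In males 1 cell had more than 3 genes (0.0263%) when every cut-off was lowered by 0.25 or by 0.5.

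Lowering every cut-off by 0.25 gave multi-hormonal cells 10.0% in females and 8.88% in males, *lhb*-*fshb* cells 3.39% in males and *lhb*-*tshba* cells 5.05% in males. Raising every cut-off by 0.25 gave multi-hormonal cells 6.48% in females and 5.76% in males, cells with 3 genes 0.0386% in females and 0.289% in males, *lhb*-*fshb* cells 0.450% in females and 2.00% in males, *lhb*-*tshba* cells 5.18% in females and 3.20% in males and *fshb*-*tshba* cells 0.493% in males. Lowering by 0.5 gave multi-hormonal cells 12.3% in females and 10.6% in males, cells with 3 genes 0.463% in females and 0.946% in males, *lhb*-*fshb* cells 1.76% in females and 4.04% in males, *lhb*-*tshba* cells 9.00% in females and 5.82% in males and *fshb*-*tshba* cells 2.03% in females and 1.66% in males. Raising by 0.5 gave multi-hormonal cells 5.00% in females and 4.07% in males, cells with 3 genes 0% in females and 0.184% in males, *lhb*-*fshb* cells 0.225% in females and 1.36% in males, *lhb*-*tshba* cells 4.23% in females and 2.34% in males and *fshb*-*tshba* cells 0.315% in females and 0.277% in males. Cut-offs at the lowest point of the density gave multi-hormonal cells 0.675% in females and 0.770% in males, cells with 3 genes 0% in females and 0% in males, *lhb*-*fshb* cells 0.225% in females and 0.185% in males, *lhb*-*tshba* cells 0.0450% in females and 0% in males, *fshb*-*tshba* cells 0% in females and 0% in males and the share of multi-hormonal cells with 2 or more of *lhb*, *fshb* and *tshba* 40% in females and 24% in males. With the hormone-encoding genes also left out of the total, the density rule gave multi-hormonal cells 0.765% in females and 0.616% in males, cells with 3 genes 0% in females and 0% in males, *lhb*-*fshb* cells 0.225% in females and 0.185% in males, *lhb*-*tshba* cells 0.0450% in females and 0.0308% in males, *fshb*-*tshba* cells 0% in females and 0% in males and the share of multi-hormonal cells with 2 or more of *lhb*, *fshb* and *tshba* 35.3% in females and 35% in males. Leaving out the cells above the 95th percentile of total UMIs gave multi-hormonal cells 6.16% in males, cells with 3 genes 0.277% in males and the share of multi-hormonal cells with 2 or more of *lhb*, *fshb* and *tshba* 98.1% in females and 96.3% in males. The density rule placed the *tshba* cut-off at 6.33 in females and close to that in males, far above the 3.0 of the red lines, which removes most cells with *tshba*. It also placed the *fshb* cut-off at 6.19 in females and 6.17 in males, above the 4.5 and 4.0 as read. This left 86 of the 206 female cells with *fshb*. The cut-offs of *prl* and *gh* were placed lower than as read in both sexes. That of *pomca* was placed at 10.86 in males when the hormone-encoding genes were left out of the total.

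The count expected if cells were joined at random was taken as proportional to the product of the numbers of cells with each gene. It was scaled so that all pairs sum to the observed number, and no doublet rate was used. A ratio thus compares a pair with the other pairs, and one under 1 need not mean fewer cells than random joining gives. The count of a pair over this expected count was, in females, 2.91 for *lhb*-*tshba*, 0.604 for *lhb*-*fshb* and 1.35 for *fshb*-*tshba*. In males it was 2.98, 1.65 and 2.16. With every cut-off raised by 0.5 it was 3.73 in females and 3.92 in males for *lhb*-*tshba*, 0.292 for *lhb*-*fshb* in females, and for *fshb*-*tshba* in females it crossed 1 to 0.979. With density cut-offs it crossed 1 to 2.07 for *lhb*-*fshb* in females, and to 0 for *fshb*-*tshba* in females, 0 for *fshb*-*tshba* in males and 0 for *lhb*-*tshba* in males, where no such cell was left. The log2 ratio of the female to the male sum of UMIs, as CPM, became with exon counts -0.85 for *lhb*, 0.58 for *fshb*, 0.67 for *tshba*, -0.12 for *prl*, -1.05 for *gh*, -0.37 for *pomca*. With the mean of per-cell CPM it became -0.89 for *lhb*, 0.26 for *fshb*, 0.15 for *tshba*, 0.96 for *sl*, -0.23 for *prl*, -0.76 for *gh*, 0.10 for *pomca*, so that *pomca* reversed from -0.47. Keeping red blood cells changed none of these 7 ratios beyond its counting interval.

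With the female *tshba* cut-off at 3.5, 3.8, 4.0 and 4.2, chosen after seeing the data, multi-hormonal cells were 6.62%, 5.13%, 4.41%, 3.92%, cells with 3 genes 0%, 0%, 0%, 0%, *lhb*-*tshba* cells 4.91%, 3.51%, 2.84%, 2.43% and *fshb*-*tshba* cells 0.450%, 0.360%, 0.315%, 0.225%. With the male *tshba* cut-off at 3.5, 3.8, 4.0 and 4.2, chosen after seeing the data, multi-hormonal cells were 5.67%, 4.81%, 4.38%, 4.07%, cells with 3 genes 0.315%, 0.210%, 0.184%, 0.131%, *lhb*-*tshba* cells 2.43%, 1.57%, 1.14%, 0.832% and *fshb*-*tshba* cells 0.462%, 0.247%, 0.185%, 0.0924%. Of the 14 other combinations of *fshb* and *lhb* cut-offs in females, 8 took the *lhb*-*fshb* cells out of their interval, with 1.40% at 4 and 4, 0.360% at 4.3 and 5, 0.270% at 4.5 and 5, 0.360% at midway between 4.5 and 5 and 4.5, 0.180% at midway between 4.5 and 5 and 5, 0.360% at 5 and 4, 0.225% at 5 and 4.5, 0.135% at 5 and 5, the *fshb* cut-off given before that of *lhb*. Of the 14 other combinations of *fshb* and *lhb* cut-offs in males, 11 took the *lhb*-*fshb* cells out of their interval, with 1.91% at 4.3 and 4.5, 1.82% at 4.3 and 5, 1.73% at 4.5 and 4, 1.45% at 4.5 and 4.5, 1.36% at 4.5 and 5, 1.57% at midway between 4.5 and 5 and 4, 1.29% at midway between 4.5 and 5 and 4.5, 1.20% at midway between 4.5 and 5 and 5, 1.11% at 5 and 4, 0.924% at 5 and 4.5, 0.832% at 5 and 5, the *fshb* cut-off given before that of *lhb*.

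Of the other values, 33 of 168 shares of cells above a single cut-off left their interval (25 lower and 8 higher), as did 41 of 432 shares of pairs with *sl*, *prl*, *gh* or *pomca* (all 41 lower) and 21 of 88 cell type proportions (all 21 lower), including those that count only cells with their type's own gene, chosen after seeing the data. For the *lhb*-*prl* pair, 3 of 8 ratios of observed to expected counts did. Depth limits the calls of *tshba* most, since its cut-off, 19.1 UMIs per 10000, is the lowest of the 7.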

Differences from the paper's values

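A value is given here where the paper's value lies outside the 95% counting interval and one value is more than 1.5 times the other. Both come from the same deposited cells, so counting error does not explain a gap of any size. The rule only selects the larger gaps. The search over single cut-offs was made after seeing the values, with the paper's table in view. It tried 36 settings.

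The paper's numbers of multi-hormonal cells, 191 in females and 229 in males, stand beside 189 and 230 cells with 2 or more genes here (185 and 210 with exactly 2), and its shares of cells with 3 genes, 0.15% and 0.47%, beside 0.154% and 0.526%. The cell counts differ by 7 in females. There the legend of Figure 5 gives 2228 cells and the deposited annotation leaves 2221 after red blood cells are removed. Every cell with 2 or more genes falls in some pair. The pair shares of Supplementary Table 1, added up, come to fewer cells than 191 in females and 229 in males. The paper's totals and its pair table thus do not match each other, and no setting could give both.

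Several pairs in the paper's Supplementary Table 1 differ. For *lhb* and *tshba* in females the paper's value is 2.84% of the cells and the value here 6.53%. Of the alternatives set before the data were examined, raising every cut-off by 0.5 (4.23%) no longer differs by this rule, and the other 11 still do. For *fshb* and *tshba* in females the paper's value is 0.32% and the value here 0.991%. Raising every cut-off by 0.5 (0.315%) removes the difference, and the other 11 do not. A female *tshba* cut-off of 4.0, chosen after seeing the values and out of 18 settings tried in that sex, gives 2.84% and 0.315% for both pairs. It leaves 98 multi-hormonal cells, 93 fewer than the paper's 191, and 0 of its cells with 3 genes. The pairs of the paper's table fall short of 191 cells as well, so a setting that gives the table cannot give that total. The settings of 3.8 and 4.2, from the same search after seeing the values, are also within the rule for both pairs, and 3.5 for *fshb* and *tshba*, and they leave 114, 87 and 147 multi-hormonal cells.

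For *lhb* and *tshba* in males the paper's value is 1.20% and the value here 3.88%. All 12 alternatives set before the data were examined still differ. Male *tshba* cut-offs of 3.8, 4.0 and 4.2, chosen after seeing the values, give 1.57%, 1.14% and 0.832% and leave 156, 142 and 132 multi-hormonal cells, compared to the paper's 229. For *fshb* and *tshba* in males the paper's value is 0.06% and the value here 0.894%. The 2 settings with density cut-offs give 0 cells and do not differ by this rule, and the other 10 alternatives do. A male *tshba* cut-off of 4.2, chosen after seeing the values, gives 0.0924%, with 132 multi-hormonal cells left. For *lhb* and *prl* in males the paper's value is 0.49% and the value here 0.0924% (3 cells), and all 12 alternatives still differ. The order of the pairs in males differs as well, since Supplementary Table 1 has more cells with *lhb* and *fshb* than with *lhb* and *tshba*, and the order here is the opposite with the cut-offs as read. Of the alternatives set before the data were examined, the 2 settings with density cut-offs give the paper's order (6 cells against 0, and 6 against 1), and the other 10 do not. The male *tshba* cut-offs of 3.5, 3.8, 4.0 and 4.2, chosen after seeing the values, also give it (2.65% against 2.43% at 3.5, where 184 multi-hormonal cells are left). For *lhb* and *fshb* in males, the paper's value of 1.79% and the value of 2.65% here are within a factor of 1.5. Several alternatives set before the data were examined do differ by this rule. These are every cut-off lowered by 0.25 (3.39%) or by 0.5 (4.04%), exon counts (2.71%) and thinned cells (2.83%). The 2 settings with density cut-offs (0.185% in each) also differ, and the remaining alternatives do not. In the search made after seeing the values, *fshb* and *lhb* cut-offs of 4.3 and 5 came nearest with 1.82%.

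The heatmap of multi-hormonal cells in Supplementary Figure 15 shows about 95 cells in females and about 110 in males, read by eye, beside the 189 and 230 cells counted here. Of the alternatives set before the data were examined, raising every cut-off by 0.5 (111 and 132 cells) no longer differs in either sex, and the other 11 still do. From the search made after seeing the values, *tshba* cut-offs of 3.8, 4.0 and 4.2 no longer differ, with 114, 98 and 87 cells in females, which are 93 fewer than the paper's 191 at 4.0, and 156, 142 and 132 cells in males.

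The paper states that cells with *prl* and *gh* are found in males alone, whereas 1 female cell was found here, and its Supplementary Table 1 also lists such cells in females. Of the 12 alternatives set before the data were examined, 5 give 0 female cells with *prl* and *gh* (every cut-off raised by 0.25 or by 0.5, exon counts, thinned cells and cells of high total UMIs left out), and the other 7 give 1. The table leaves the female entries for *tshba* with *sl* and *tshba* with *gh* empty, and 1 cell was found here for each. For *tshba* with *sl*, 5 alternatives give 0 cells (every cut-off raised by 0.25 or by 0.5, density cut-offs, hormone genes out of the total and cells of high total UMIs left out), and for *tshba* with *gh* the same ones do except for 0.25. The other pairs it names as found in one sex had no cell in the other sex here either. By scRNA-seq, the paper did not detect differences in the proportions of the cell types between adult males and females. Here 7 of 12 annotated types had counting intervals that do not overlap between the libraries and 5 had intervals that overlap, without a test, since each sex is 1 library, so that these values do not show a difference between the sexes either.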

Other observations

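The tests of pair counts, of free RNA, of *lhb* reads and of GFP dilution were chosen only after the results they measure had been seen, and the tests of total UMIs before. How several of the tests are read was changed once their values were known. Total UMIs of the *lhb*-*tshba* cells, 1.48 in females and 1.62 in males as ratios, favoured joined cells by the first reading, and were then set aside because of the GFP test, which was added when GFP levels had been seen. Pair counts of female *lhb*-*fshb* cells, 0.604 as a ratio, were undecided by the first reading, and were for a time read as excluding random joining. Both of these are given here as undecided. The reading of the GFP levels was later made the same for both pairs, with simulated joined cells, and this changed that of the male *lhb*-*fshb* cells from undecided to against joining. The test of free RNA was first made on Lh gonadotropes and later on cells above the *lhb* cut-off, when related shares had been seen. By the shares, this changed its reading for the female *lhb*-*fshb* cells from against free RNA to undecided. The levels of both genes in these cells, compared later still, do not decide it, since the cells were selected by these levels. The other change, that a pair count under 10 cells cannot favour random joining, was kept.

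Most cells above the *tshba* cut-off are not annotated as thyrotropes. Of 326 such cells in females, 176 are Lh gonadotropes (54.0%), 93 gonadotrope-like (28.5%) and 37 thyrotropes (11.3%). Of 264 in males, 119 are Lh gonadotropes (45.1%), 70 gonadotrope-like (26.5%) and 43 thyrotropes (16.3%).

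For the *lhb*-*tshba* cells, several technical explanations were tested. Free RNA would give Lh gonadotropes and lactotropes similar shares above the *tshba* cut-off. In cells thinned to 2200 UMIs the share was 32.4% of Lh gonadotropes in females, against 0.549% of lactotropes, and 12.8% in males, against 0.265%, which argues against it. The same holds for the thinned cells above the *lhb* cut-off in any type, of which 21.3% in females (127 of 596, interval 18.1 to 24.8%) and 12.2% in males (117 of 958, 10.2 to 14.5%) were above the *tshba* cut-off, with upper limits of 3.02% and 1.47% for lactotropes. If *lhb* reads were counted on *tshba*, its level would rise with *lhb*. In the 134 female Lh gonadotropes with the highest *lhb*, the *tshba* level was 0.627 times that in as many with the lowest *lhb*, while *lhb* was 86.1 times higher, and in the 224 male ones it was 0.878 times, while *lhb* was 11.1 times higher. This argues against such reads as the source. Doublets joined at random would give all pairs similar ratios of observed to expected counts. The ratio was 2.91 in females (Poisson interval 2.46 to 3.43) and 2.98 in males (2.48 to 3.55), compared to 0.0696 (0.00843 to 0.252) and 0.0487 (0.0100 to 0.142) for *lhb*-*prl* cells. The authors' doublet removal can take out pairs of unlike cells more readily than pairs of similar cells, so this argues against joining at random but not against doublets of similar cells.

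Total UMIs were raised in these cells. They were at the median 1.48 times the mean of the medians of cells with *lhb* alone and with *tshba* alone in females (quartiles 1.04 and 2.03), and 1.62 times in males (quartiles 1.17 and 2.38), between the 1 of single cells and the 2 of joined cells. The quartiles include 2 and not 1, which goes with joined cells. A joined pair of these classes would have a diluted GFP level. In 20000 simulated pairs of a cell with *lhb* alone and a cell with *tshba* alone, those above both cut-offs and no other had a median of 724 UMIs per 10000 in females (95% range of medians over as many cells as observed, 646 to 814) and 1165 in males (1011 to 1325). The observed medians, 1358 and 2413 UMIs per 10000, were 1.88 and 2.07 times the simulated ones, and 1.18 and 1.25 times those of cells with *lhb* alone, which argues against joining of an *lhb* cell with a cell with *tshba* alone. Together with the total UMIs, this leaves joining of other kinds undecided. Joining of 2 Lh gonadotropes, one of them with *tshba*, is not excluded and could raise the UMIs without diluting GFP. A candidate explanation that stays open is that Lh gonadotropes with more RNA transcribe *tshba* at a low level. By FISH, however, the paper did not detect cells with *lhb* and *tshba*, although it did detect cells with *lhb* and *fshb* and with *fshb* and *tshba*. No biological explanation was tested.

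For the *lhb*-*fshb* cells the same tests part the sexes. Of the thinned cells above the *lhb* cut-off, 3.19% in females (19 of 596, interval 1.93 to 4.93%) and 8.66% in males (83 of 958, 6.96 to 10.6%) were above the *fshb* cut-off. No lactotrope was, with upper limits of 2.01% and 0.974%. This argues against free RNA in males. In females the intervals overlap, so the shares alone leave it undecided. The levels in the 19 female cells do not decide it either, since these cells were selected for levels above both cut-offs. Their medians were 135 UMIs per 10000 for *fshb* (lower quartile 107) and 129 for *lhb* (lower quartile 84.0). In female lactotropes the medians were 4.13 and 8.34. Of these 192 lactotropes, 0 were above the *fshb* cut-off and 1 was above that of *lhb*. By type, the share of thinned cells above the *fshb* cut-off was 6.20% of the Lh gonadotropes and 15.8% of the gonadotrope-like cells in females, and 7.78% and 12.6% in males. In females this says little about the *lhb*-*fshb* cells, since only 3 of the 19 are Lh gonadotropes and 12 are gonadotrope-like. The ratio of observed to expected counts was 0.604 in females (0.363 to 0.943) and 1.65 in males (1.32 to 2.04), and the male interval lies above 1, while the female one lies below 1 and leaves random joining undecided. Total UMIs were 1.23 times the mean of the medians of the classes in females (quartiles 0.926 and 2.26) and 1.46 times in males (quartiles 0.948 and 2.00), which does not decide. In the 16 female cells the median GFP level was 624 UMIs per 10000, which is 0.543 times that of cells with *lhb* alone and 1.10 times that of simulated joined cells (569, range 380.4 to 801). Joined cells, or cells with a lower activity of the *lhb* promoter, are therefore possible explanations of the female cells. In the 68 male cells it was 1798, which is 0.928 times that of cells with *lhb* alone and 1.69 times that of simulated joined cells (1064, range 887 to 1278). As for the *lhb*-*tshba* cells, this argues against joining of an *lhb* cell with a cell with *fshb* alone as the source of most male cells, while joining of similar cells stays open.

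Cells with pairs that include *sl*, *prl*, *gh* or *pomca* and no other had total UMIs 2.07 times the mean of the class medians in females (9 cells, quartiles 1.45 and 4.05) and 2.54 times in males (20 cells, quartiles 1.57 and 4.91), which is consistent with residual doublets. Random joining within these pairs would put the *lhb*-*prl* count at 3.18 cells in females, where 2 were found, a ratio of 0.629 (interval 0.0762 to 2.27), and at 11.0 in males, where 3 were found, a ratio of 0.272 (0.0562 to 0.796). The female count is too small to decide, and the male one argues against joining that is random over all classes. Several of the male cells are melanotropes, a deep type with a median of 18325 UMIs, for which the mean of the class medians is a low reference.

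The sums of UMIs over all cells without red blood cells give another view of mRNA levels than the qPCR, from other fish. In females and males they were 14032 and 25028 CPM for *lhb* (log2 ratio of female to male -0.83), 8980.5 and 6109.95 for *fshb* (0.56), 2551 and 1683 for *tshba* (0.60), 3164 and 1209 for *sl* (1.39), 34921 and 39212 for *prl* (-0.17), 9001 and 17145 for *gh* (-0.93) and 32216 and 44491 for *pomca* (-0.47). The reference gene *rpl7* stood at 4715 and 4853 CPM (-0.04). The paper reports by qPCR higher *fshb*, *lhb* and *tshba* in adult females and higher *pomca* in adult males. The library sums were higher in females for *fshb* and *tshba* and lower for *lhb*, and *pomca* was higher in males in the sum but not in the mean of per-cell CPM (log2 ratio 0.10). Each sex is 1 library, and the sums depend on which cells were captured.

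Among other genes, *nr5a1b*, a homologue of the Sf1 gene that the paper names for gonadotropes, was at 15.7 UMIs per 10000 in *lhb*-*tshba* cells in females and 7.97 in males, compared to 18.2 and 12.7 in cells with *lhb* alone, 22.0 and 15.3 in cells with *tshba* alone, and 0.749 and 0.475 in cells with *prl* alone. The alpha subunit gene *cga* was at 1247 and 1202 UMIs per 10000 in *lhb*-*tshba* cells, compared to 914 and 873 in cells with *lhb* alone. *tph1* was at 8.08 and 5.40 in cells with *pomca* alone and at most 0.116 in the other groups, and the authors' deposited table gives it as a melanotrope marker.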
